# Single-cell RNA-seq reveals a concomitant delay in differentiation and cell cycle of aged hematopoietic stem cells

**DOI:** 10.1186/s12915-021-00955-z

**Published:** 2021-02-01

**Authors:** Léonard Hérault, Mathilde Poplineau, Adrien Mazuel, Nadine Platet, Élisabeth Remy, Estelle Duprez

**Keywords:** Single-cell RNA-seq, Hematopoietic stem cell, Aging, Trajectories, Differentiation, Cell cycle

## Abstract

**Background:**

Hematopoietic stem cells (HSCs) are the guarantor of the proper functioning of hematopoiesis due to their incredible diversity of potential. During aging, heterogeneity of HSCs changes, contributing to the deterioration of the immune system. In this study, we revisited mouse HSC compartment and its transcriptional plasticity during aging at unicellular scale.

**Results:**

Through the analysis of 15,000 young and aged transcriptomes, we identified 15 groups of HSCs revealing rare and new specific HSC abilities that change with age. The implantation of new trajectories complemented with the analysis of transcription factor activities pointed consecutive states of HSC differentiation that were delayed by aging and explained the bias in differentiation of older HSCs. Moreover, reassigning cell cycle phases for each HSC clearly highlighted an imbalance of the cell cycle regulators of very immature aged HSCs that may contribute to their accumulation in an undifferentiated state.

**Conclusions:**

Our results establish a new reference map of HSC differentiation in young and aged mice and reveal a potential mechanism that delays the differentiation of aged HSCs and could promote the emergence of age-related hematologic diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-021-00955-z.

## Background

The hematopoietic stem cell (HSC) is an adult tissue stem cell residing in the bone marrow (BM), with multipotent differentiation, regenerative and self-renewal abilities, the proper functioning of which is a guarantee of a healthy immune system. HSC properties have been extensively studied thanks to the use of specific surface markers and multicolored fluorescence-assisted cell sorting (FACS) analyses that have made it possible to isolate them and test their properties during serial grafts [1, 2]. This cell-surface marker-based HSC characterization has shaped the classical but largely revisited hematopoietic model, in which the long-term HSC (LTHSC), at the top of the hierarchy, undergoes a lineage commitment through a series of discrete intermediate progenitor stages in a stepwise manner. This approach has helped to categorize short-term HSC (STHSC) and multipotent progenitor populations (MPP2, MPP3, and MPP4) [3–5].

HSCs are not a homogeneous cell population and each HSC does not contribute equivalently to all blood lineages. HSC heterogeneity was first suggested with single cell transplantation experiments showing that phenotypically identical HSC differs in self-renewal abilities and lineage differentiation potential [6–8]. Next, single cell transcriptomic approaches combined with lineage tracing suggested an initiation of transcriptional lineage programs in HSCs, which bias their differentiation potential [9, 10] supporting an early HSC lineage segregation and a continuous differentiation model [11]. Thus, it is now admitted that each individual HSC, although sharing the same marker combination, differs in terms of functional outputs and molecular signature [12–14].

This HSC heterogeneity has physiological consequences upon aging. Hematopoietic aging is associated with a reduced production of red blood cells and lymphocytes concomitant to an increase of myeloid and megakaryocytic cells that promote immunosenescence and myeloid malignancies [15, 16]. Evidence indicates that these alterations of the hematopoietic system come from an age-related modification of the HSC compartment. Intrinsic changes such as accumulation of DNA damage, changes in the activity of epigenetic modulators, and imbalance between repressive and activating histone marks in HSCs have emerged as contributing factors of hematopoiesis aging [17, 18]. HSCs that are heterogeneous with respect to their self-renewal and differentiation capacities at birth pass through clonal selection over time due to environmental cues [19]. This results in an increase in myeloid- and megakaryocytic-biased HSCs within the phenotypic LTHSC compartment [20, 21]. Thus, aging is not only reflecting an intrinsic uniform change in lineage output of the HSCs but is rather due to a shift in the relative proportion of HSCs with different characteristics [22].

Previous studies on age-related transcriptomic changes of HSCs at the single cell resolution have revealed an expansion of platelet-primed HSCs [23] and a gain of a self-renewal expression program [24] with aging. However, the resolution of the analyses in particular regarding the proportion of the different HSC populations and their variation upon aging were limited due to the small number of analyzed cells and sorting strategies. Here, we took advantage of the 10x Genomics approaches and the development of new bioinformatic methods and tools to increase the resolution and revisit the transcriptional heterogeneity and change upon aging of the HSC compartment. By analyzing 15,000 single murine hematopoietic stem and progenitor cells (HSPC) transcriptomes, we detected new rare HSC subpopulations that accumulate upon aging. We also highlighted transcriptional program changes linked to cell cycle activity during aging that participate to the HSC age-related alterations.

## Results

### Stratification of HSPCs using single-cell transcriptome analysis highlighted 15 different clusters

To characterize HSC populations by single cell RNAseq (scRNA-seq), we purified HSPCs, including LTHSCs, STHSCs, MPP2, and MPP3 by FACS from BM pools of young (*n* = 5; 2–3 months) and aged (*n* = 5; 17–18 months) mice applying the widely used Lin^−^, Sca1^+^, cKit^+^ (LSK) marker strategy with the addition of the Flt3 marker to exclude the Flt3^+^ LSKs also referenced as MPP4 (Fig. 1a and Additional file 1: Fig. S1A). Four pools (2 pools of young and 2 of aged) of thousands HSPCs were subjected to 10x Genomics Chromium capture platform and a total of 15,000 single HSPC transcriptomes were sequenced (young pools, with 5189 and 2244 cells and aged pools with 3328 and 4154 cells after quality control; Additional file 2: Table S1). 

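The deposited files for these 4 pools hold raw UMI counts from Cell Ranger on GRCm38, and the coordinates of every gene below are on that build. For each age, pool A was processed on the HalioDX platform and pool B on the TGML platform. Young pools A and B held 2 and 3 mice and aged pools A and B held 3 and 2. Age was taken from the sample titles and source names, because the free-text descriptions of young pool B and aged pool A name the other age. Of 15566 barcodes, 14915 stayed within 2 standard deviations of the mean log UMI count of their pool, which gave the cell numbers above, with 242 and 93 barcodes dropped from young pools A and B and 139 and 177 from aged pools A and B. The median count per kept cell was 6075 UMIs in young pool A, 6284 in young pool B, 5674 in aged pool A and 6719 in aged pool B. Sequencing saturation in the authors' table was lower in young than in aged cells on platform A (58.1% and 90.9%) and higher on platform B (87.1% and 72.6%), so depth did not run with age in the same direction on both platforms. All 4 pools carried Y-linked Ddx3y (25.9 to 63.1 CPM) and almost no Xist (0.180 to 1.49 CPM). The 4 pools were the replicates throughout. Genes were compared between ages with edgeR's quasi-likelihood test on the summed counts of each pool, with platform as a block, and p values were adjusted by Benjamini-Hochberg to a threshold of 0.05. Scores and overall shares were compared by exact permutation of 2 pools against 2, two-sided, for which the smallest possible p is 0.33. Intervals on shares of cells are exact 95% intervals and hold counting error only, not the spread between pools. Differences in log2 CPM within a platform were taken after adding 1 CPM.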

As we made the assumption that aging would not dramatically modify HSC identity, we first analyzed young and aged HSPCs together using Seurat workflow [25] for the integration of the different samples to correct batch effect. Reduction of dimension and unsupervised clustering were performed on cell-cycle-corrected data using Uniform Manifold Approximation and Projection (UMAP) [26]. 

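The rebuilt clustering of 14915 cells (Seurat integration of the 4 pools, cell-cycle regression, 15 principal components, resolution 0.5) gave 14 clusters. The number was 11 at resolution 0.3 and 17 at resolution 0.8, which moved it most, and 12 to 15 in the other settings tried. Cluster names were rebuilt from marker lists chosen in advance, in part from the paper's own markers of these cells. A list named a cluster when at least 3 of its genes were at least 1 log2 unit higher than in the other cells and seen in at least 10% of the cluster, it had the most such genes and at least 1 of its genes was in the cluster's top 10. This named 9 clusters: pEr-like (732 cells, Klf1 at a log2 fold change of 5.14 over other cells), pMast-like (1.35% of all cells, Cpa3 6.94), pNeu-like (469 cells, Mpo 5.43), pL1-like (113 cells, Il7r 6.85), pL2-like (37 cells, Cd79a 8.35), ifn-like (211 cells, Ifit3 5.95), tgf-like (263 cells, Fos 3.76), rep-like (1566 cells, Uhrf1 2.97) and div-like (702 cells, Hmmr 5.02). The other 5 clusters (3129, 2488, 2454, 1336 and 1214 cells) met no list and are numbered 0, 1, 2, 4 and 5. The pEr-like cluster also met the pMk list, the pMast-like cluster the pNeu list (5 of its markers) and the pL1-like cluster the tgf list (6 of its markers). A separate pMk-like cluster appeared at resolution 0.8 (222 cells), without the UMI filter on cells (279) and when genes changed with age were left out of the clustering (248). With doublets removed, a separate cluster of 250 cells led by Pf4, F2rl2 and Gp1bb got no name under this rule. Cluster borders also hung on the linear algebra kernel of the computer. With another kernel, a setting added after the results were seen, there were again 14 clusters, with a separate pMk-like cluster of 222 cells and a tgf-like cluster of 2241 cells.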

A total of 15 clusters were identified (Fig. 1b), which were characterized further by identifying their markers using differential expressed gene (DEG) analysis on the log-normalized data without any correction (Additional file 3: Table S2) and by deducing their characteristics (Fig. 1c) from gene set enrichment analysis (Gene Ontology, KEG, and Reactome pathways; Additional file 4: Table S3) and gene signatures related to hematopoiesis (Additional file 5: Table S4a). Six clusters were classified as lineage-primed clusters as they were clearly enriched for HSPCs with megakaryocyte (pMk), erythroid (pEr), neutrophil (pNeu), mastocyte (pMast), and lymphocyte (pL1 and pL2) commitment gene markers (Fig. 1b–d; Additional file 3: Table S2, Additional file 4: Table S3 and Additional file 5: Table S4a). Nine clusters were considered as non-primed due to their lack in expression of lineage restricted-genes. They accounted for a large majority of the analyzed cells (90%) (Fig. 1b–d; Additional file 3: Tables S2 and Additional file 5: S4b). 

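In the rebuilt clustering, the 5 primed clusters (pEr-, pMast-, pNeu-, pL1- and pL2-like) held 1552 of 14915 cells, 10.4% (interval 9.92% to 10.9%), which left 89.6% in non-primed clusters. The primed share lay between 7.05% without integration and 10.9% without the UMI filter on cells, and stood at 9.5% when genes changed with age were left out of the clustering.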

The 4 phenotypically distinct HSPCs, LTHSCs, STHSCs, MPP2, and MPP3 were assigned by supervised classification using previously published scRNA-seq data of FACS-labeled HSPCs [11] (Additional file 1: Fig. S1B) and were superimposed on the UMAP (Fig. 1e). This showed that globally MPP2 and MPP3 were composed of lineage-primed clusters, suggesting their “more differentiated” state in comparison to the remaining clusters while LTHSCs were enriched with non-primed clusters (Fig. 1e). Distribution of the different populations among the clusters showed that the neutrophil-biased cluster (pNeu) was almost exclusively enriched with MPP3 (98%), while pMast and pEr were enriched with both MPP2 and MPP3 (Fig. 1f and Additional file 5: Table S4c). The pMK cluster was composed of almost 50% of LTHSCs, supporting previous work suggesting that platelet-biased stem cells reside at the apex of the HSC hierarchy [27].

**Fig. 1:**
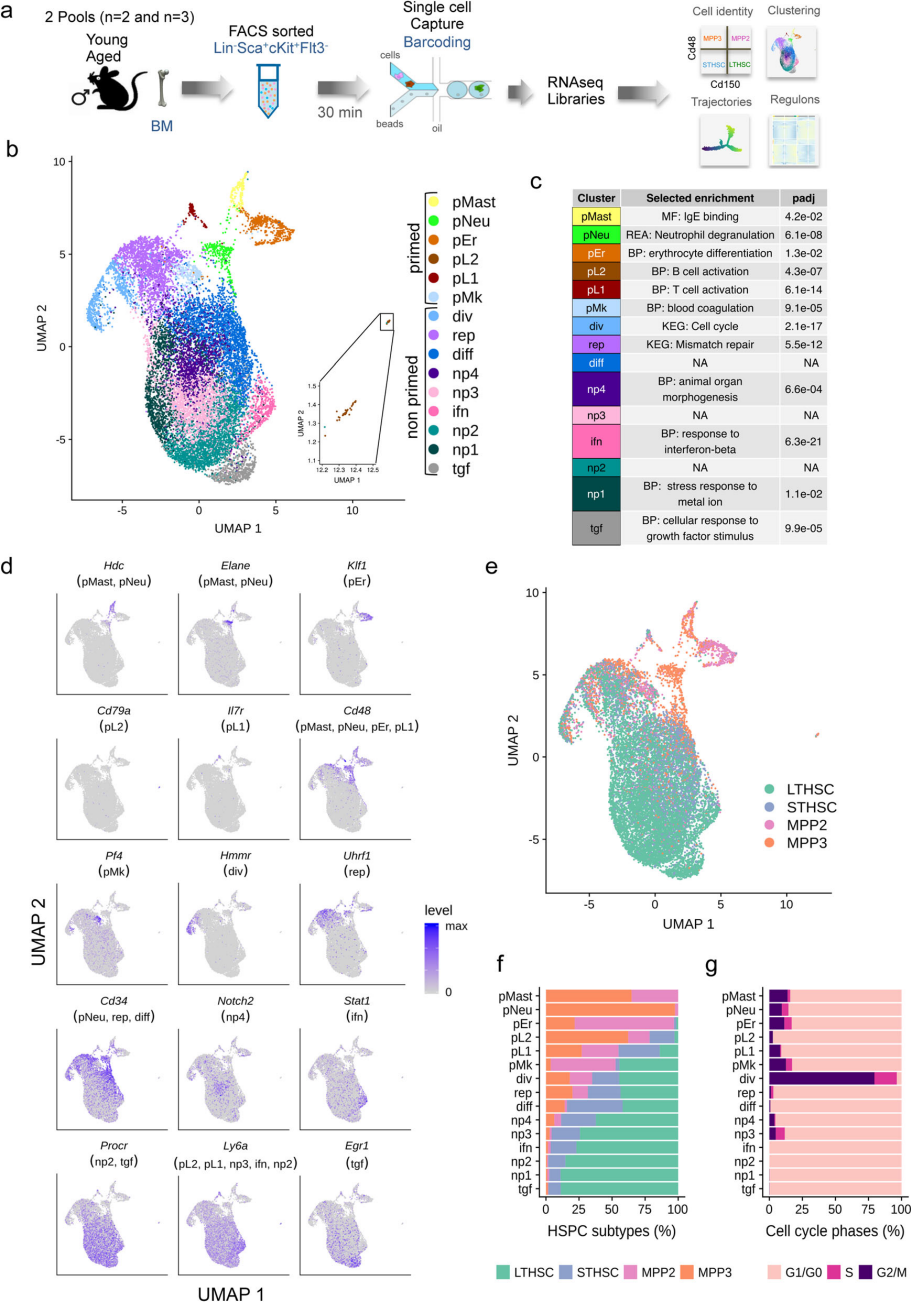
Unsupervised clustering of young and aged HSPCs revealed 15 clusters gathering mainly immature and to a lesser extend lineage-primed HSPCs. **a** Overview of the scRNA-seq sample preparation and analysis. Cells were isolated from bone marrow (BM) of young and aged mice and pooled to obtain 2 pools for each age. Pools of 2 and 3 BMs for both young and aged mice were analyzed. BM cells were FACS sorted to purify Lin^−^, Sca-1^+^, c-Kit^+^ (LSK) Flt3^−^ cells that defined the HSPCs. The four pools of HSPCs were processed using droplet-based single cell sequencing (10X Genomics) and multiple analyses were performed using bioinformatics tools to characterize aging effects. **b** UMAP plot of young and aged HSPCs (15,000 cells) analyzed using Seurat. Colors marked the 15 distinct clusters identified by unsupervised clustering and characterized with differential gene expression and gene set enrichment analyses. Each dot represents a cell. **c** Selected enrichment of our analysis (Gene Ontology, KEG and Reactome pathways Supplemental Table S3) for markers of each cluster and corresponding *p* values adjusted for multiple testing (padj). NA indicates non-relevant enrichment. **d** UMAP plots colored by expression of selected cluster markers. Cluster names are indicated in parenthesis. **e** Localization in the UMAP of LTHSCs, STHSCs, MPP2 and MPP3, identified by supervised classification. **f** Percentage of LTHSCs, STHSCs, MPP2 and MPP3 within the HSPC population, in each of the 15 clusters. **g** Percentage of computationally assigned cell cycle (G1/G0, S and G2/M) phases in each of the 15 clusters

Four non-primed clusters, np1, np2, np3, and np4, were overlapping and positioned at the center of the UMAP (Fig. 1b) with few specific gene markers (Fig. 1c, d; Additional file 3: Table S2 and Additional file 1: Fig. S2). They were characterized by a high percentage of LTHSCs (Fig. 1e, f; Additional file 3: Table S2). By contrast, 2 clusters, also composed mainly of LTHSCs, harbored a very distinguishable signature for growth factor signaling (tgf) and interferon response (ifn) respectively (Fig. 1b–d and Additional file 4: Table S3), witnessing the existence of cells with signaling features at the top of the differentiation hierarchy. The remaining 3 clusters (diff, div and rep) were composed of less than 50% of LTHSCs (Fig. 1e and Additional file 5: Table S4c) suggesting their intermediate state in term of differentiation. The cluster named diff had very few distinguishable markers but was enriched with *Cd34* expressing cells (Fig. 1d and Additional file 1: Fig. S2). Interestingly, this cluster was the most enriched with STHSCs (Fig. 1e and Supplemental Table S4c), which have been characterized by the appearance of the Cd34 at their surface [2]. 

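Cell cycle phases were called with cyclone. Of the 702 cells of the div-like cluster, 85.9% were called G2/M, 10.4% S and 3.7% G1. The next highest G2/M share was 16.9%, in the pMast-like cluster, and no ifn-like cell was called G2/M. Top2a (log2 fold change 3.93 over other cells), Cdc20 (4.27) and Birc5 (4.38) were also high, but they belong to the list that named the div-like cluster. Its median depth of 11523.5 UMIs per cell was above that of the other clusters (4997 to 9490.5), and phase calls read depth as well as cycling, so how much of the enrichment rests on depth stays open.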

The div cluster, characterized by enrichment for the cell cycle KEGG pathway (Fig. 1c and Additional file 4: Table S3) and genes involved in division such as *Hmmr2* (Fig. 1d and Additional file 1: Fig. S2), was particularly different from the other clusters by its enrichment in G2/M cells (Fig. 1g and Additional file 5: Table S4d). The rep cluster was characterized by genes involved in DNA repair and replication and presented a specific high expression of *Uhfr* (Fig. 1c, d and Additional file 1: Fig. S2 and Additional file 4: Table S3).

As a whole, these results highlight the interest of gene expression signature to identify heterogeneity in the HSC population. They support the presence of differentiation-biased cells in the immature hematopoietic compartment and demonstrate that transcriptional programs can subdivide HSPCs in different clusters besides their classical differentiation state defined by cell surface markers.

### Aging affects HSPC clusters differently

To assess the aging effect at the level of HSC populations, we first confirmed by FACS analyses and by transcriptomic-based cell population predictions the well-described accumulation of LTHSCs that occurs at the expense of the STHSCs and the MPP3 upon aging (Additional file 1: Fig. S1C and D). Analysis of young versus aged cells in the UMAP plot showed that aged cells were significantly more distributed in the non-primed clusters while lineage-primed clusters were enriched with young HSPCs (Fig. 2a, b). Indeed, the primed lymphoid (pL1) and the myeloid primed (pMast, pNeu, and pEr) clusters were predominantly composed of young cells (Fig. 2b and Additional file 5: Table S4e). 

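Clusters whose defining genes change with age draw cells of one age by construction. Shares were therefore compared in a clustering without the 275 genes called with age over whole pools. There, primed clusters held 12.51% (interval 11.6% to 13.4%) of cells in young pool A, 10.65% (9.4% to 12.0%) in young pool B, 9.405% (8.43% to 10.4%) in aged pool A and 5.2% (4.54% to 5.92%) in aged pool B. The mean share fell by 4.28 percentage points in aged pools, by 3.1 on platform A and 5.45 on platform B (exact permutation p = 0.33, 4 pools, the smallest possible). With all variable genes the mean share fell by 5.47 points. Clustering without integration moved the comparison most, to an exact permutation p of 0.667.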

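In the clustering without age-changed genes, the pMast-like cluster, which also met the pNeu list as it did with all variable genes, held 5.40% and 4.41% of cells in young pools A and B and 3.12% and 1.52% in aged pools A and B (log2 fold change of the share -1.14, standard error 0.378, edgeR's quasi-likelihood test on cells per cluster, Benjamini-Hochberg adjusted p = 0.0324). With all variable genes, the separate pMast-like and pNeu-like shares changed by -1.35 and -1.27 (adjusted p = 0.0481 for each, edgeR), lower in the aged pool on each platform. Without any 1 pool neither was called by edgeR (lowest adjusted p 0.0653, without aged pool A), although both stayed lower. The pEr-like share without age-changed genes was 4.32% and 3.07% in young pools and 3.25% and 1.37% in aged pools (log2 fold change -0.756, adjusted p = 0.166 by the same edgeR test), lower in the aged pool on each platform. The pL1-like share was 0.886% and 1.60% in young pools and 1.05% and 0.289% in aged pools (log2 fold change -0.917, adjusted p = 0.166, edgeR), lower in the aged pool on 1 of 2 platforms. The pMk-like share (1.83% and 1.47% in young pools, 1.41% and 1.76% in aged pools) moved in opposite directions on the platforms (log2 fold change -0.0735, adjusted p = 0.920, edgeR).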

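The pL2-like cluster held 4 and 2 cells in young pools A and B and 20 and 11 cells in aged pools A and B. In the clustering without age-changed genes its share was 0.0771% and 0.0891% in young pools and 0.571% and 0.265% in aged pools, a log2 fold change of 2.43 (standard error 0.733, edgeR's quasi-likelihood test on cells per cluster, Benjamini-Hochberg adjusted p = 0.0324), higher in both aged pools than in both young pools. With all variable genes (log2 fold change 2.46, adjusted p = 0.0416, edgeR), leaving out 1 pool kept the direction at log2 fold changes of 1.67 to 2.84, and the call held only without aged pool B (adjusted p = 0.0215, edgeR).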

An exception was observed for the pL2 cluster; although representing very few cells, this cluster, characterized with B cell markers, was comprised mainly of aged ones (Fig. 2b and Additional file 5: Table S4b and e). Interestingly, these potentially aged B-biased cells were characterized, in addition to the expression of early B cell markers such as *Ly6d* and *Cd79a* (Fig. 1d, Additional file 1: Fig. S3 and Additional file 3: Table S2), by *Trp53inp1* expression, for which we recently showed its involvement in the blockage of early B cell developmental step [28]. 

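Of the 37 pL2-like cells (median 5693 UMIs), 67.6% held a Ly6d UMI, 75.7% a Cd79a UMI and 59.5% a Trp53inp1 UMI, against 0.363%, 0.464% and 4.95% of the other cells (median 6186 UMIs), which should lack the B cell genes. Ly6d and Cd79a also served to name this cluster, while Trp53inp1 did not. The cells with Trp53inp1 numbered 2 and 1 in young pools A and B and 14 and 5 in aged pools A and B. Over whole pools, Trp53inp1 (ENSMUSG00000028211, chromosome 4 from 11156431 to 11174379) was at 7.16 and 6.81 CPM in young pools and 11.1 and 6.72 CPM in aged pools, a log2 fold change of 0.32 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.618), higher on platform A and slightly lower on platform B, and -0.06 without aged pool A. Vpreb1, also an early B cell gene, was seen in 2.70% of pL2-like cells and 2.16% of other cells. Kit was seen in 10.8% of pL2-like cells and 47.3% of other cells. From Ly6d, Cd79a and Trp53inp1, the paper proposes that the pL2 cells are aged B-biased cells.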

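The authors' sample table gives 6500 and 7000 sorted cells per mouse for young pools A and B and 31000 and 31950 for aged pools A and B. Multiplied by the share of each class, this gave 886.9 and 889.0 primed cells per young mouse and 3036.7 and 1792.1 per aged mouse, a 2.72-fold increase of the mean (3.42-fold on platform A, 2.02-fold on platform B). Non-primed cells rose from 5613.1 and 6111.0 to 27963.3 and 30157.9 per mouse, 4.96-fold (4.98-fold and 4.94-fold). The sorted count is 1 value per pool, so these products carry no error of their own. The larger number of cells sorted per aged mouse raises every product, and for primed cells the lower share works against it.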

Analysis of absolute numbers of sorted HSPCs per mouse confirmed the higher increase of the non-primed clusters in comparison to the primed ones upon aging (Fig. 2c). This increase in HSC subpopulations was specially marked for the non-primed np1, np2, ifn, and tgf clusters that were largely amplified in aged condition (Fig. 2c and Additional file 5: Table S4e). This result highlights an amplification of LTHSCs being able to respond to different stimuli such as inf and tgf signaling that may overlap with previously reported HSC sub-populations, which promotes differential responses to inflammatory challenge in aged HSCs [29]. 

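Cells per mouse rose 3.64-fold in the ifn-like cluster (5.46-fold on platform A, 2.67-fold on platform B) and 16-fold in the tgf-like cluster (17-fold and 12.6-fold). As shares in the clustering without age-changed genes, ifn-like cells made up 2.37% and 3.21% of young pools A and B and 3.25% and 4.31% of aged pools A and B (log2 fold change 0.439, edgeR's quasi-likelihood test on cells per cluster, Benjamini-Hochberg adjusted p = 0.387), higher in the aged pool on each platform. With all variable genes the log2 fold change was -0.284, so its direction depended on the genes clustered on, and there it turned to 0.110 without young pool B. Clusters np1 and np2 have few markers and could not be matched by name to a rebuilt cluster. Of the top 10 genes of the numbered clusters 0, 1, 2, 4 and 5, 7, 10, 5, 6 and 1 were called with age over whole pools (4 for the tgf-like cluster), so an age change of these genes can enter the shares. The share test called none of these 5 clusters (edgeR, adjusted p = 0.0878 to 0.368).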

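The tgf-like share was 1.89% and 0.624% in young pools A and B and 9.65% and 2.31% in aged pools A and B (clustering without age-changed genes, where 5 of the top 10 genes of this cluster were still called with age; log2 fold change 2.18, standard error 0.414, edgeR's quasi-likelihood test on cells per cluster, Benjamini-Hochberg adjusted p = 0.00145), higher in the aged pool on each platform. With all variable genes the log2 fold change was 1.70 (adjusted p = 0.0416, edgeR), and it was 0.179 without aged pool A (adjusted p = 0.753) and 2.36 without aged pool B (adjusted p = 0.00502), both by edgeR on the 3 remaining pools with no block, so that a difference in level between the platforms enters them. Within platforms that share rose from 1.25% to 4.48% on A and from 0.357% to 0.987% on B. It was not called without young pool A (2.92, adjusted p = 0.194) or young pool B (1.12, adjusted p = 0.548). For the pL1-like cluster the same comparison gave -1.96 without aged pool A and -0.115 without aged pool B. Within platforms the pL1-like share went from 0.713% to 0.962% on A and from 1.47% to 0.265% on B.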

Noticeably, we observed that the age-induced decrease of pL1 cluster and increase of tgf cluster were mainly driven by one batch, specific for each of them (Additional file 5: Table S4e) witnessing heterogeneity of aging inter mouse groups.

**Fig. 2:**
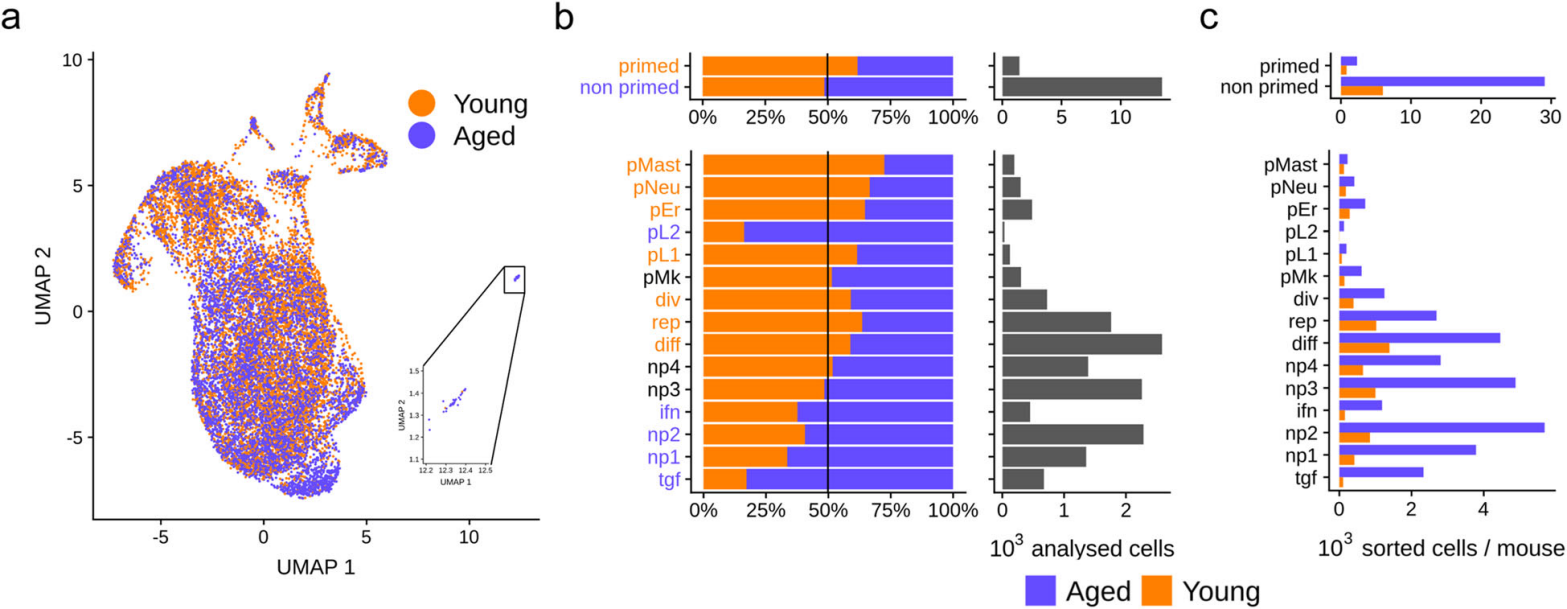
Aging affects HSPC clusters differently. **a** UMAP plot (same as in Fig. 1b) showing the young (orange) and the aged (purple) HSPCs. **b** Distribution of young (orange) and aged (purple) HSPCs in the clusters. Left panel presents percentages of young and aged HSPCs in primed/non-primed clusters gathered and in each of the 15 clusters. The black vertical line indicates expected young and aged cell proportions according to dataset size. Names of the clusters for which proportion of aged or young cells was significantly higher than expected (hypergeometric test *p* value < 0.05) are colored in purple for aged cells and in orange for young cells. On the right, barplots represent the number of cells composing each ensemble: primed/non primed clusters gathered and individual clusters. **c** Absolute number per mouse of young and aged sorted HSPCs into the 15 groups

From these results, we conclude that neither HSPCs nor individuals are affected equally by aging. Globally, aged hematopoiesis is stemming from HSPCs that are not lineage primed and but characterized by specific signaling signatures.

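Over the 14 rebuilt clusters, edgeR's quasi-likelihood test on cells per cluster called 4 shares (Benjamini-Hochberg adjusted p below 0.05; 6 at unadjusted p below 0.05), pL2-like and tgf-like higher and pMast-like and pNeu-like lower with age. Without the age-changed genes it called 4 of 15, pL2-like and tgf-like higher and rep-like and pMast-like lower. The count rose to 5 at resolution 0.8 and was 0 by edgeR without blocking for platform (4 at unadjusted p below 0.05), without integration (3), without cell-cycle regression (4), without doublets (5) and without the UMI filter on cells (5). It was 0 without young pool A (1), young pool B (1) or aged pool A (4), and 2 without aged pool B. With another linear algebra kernel, a setting added after the results were seen, it was 0 by edgeR (4). From the shares and the cell numbers per mouse, the paper concludes that aging does not touch all HSPCs, nor all animals, to the same degree.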

### Gene expression is more altered upon aging in non-primed clusters, with a loss of differentiation and a gain of hemostasis signatures

To reveal age-dependent changes in gene expression, we first compared the transcriptomes of young and aged HSPCs. Differentially expressed gene (DEG) analysis highlighted a global HSC aging signature that was characterized by an upregulation of the stress gene *Nupr1*, the platelet-lineage markers *Vwf* and *Clu*, and markers of undifferentiated HSPCs such as *Procr* and *Slamf1*, as well as by a downregulation of genes that mark HSC differentiation, such as *Cd34* and *Cd48* (Additional file 1: Fig. S4 and Additional file 6: Table S5). These results are in line with the altered differentiation potential and platelet bias of aged HSPCs [23] and a recently published comprehensive HSC aging signature [30].

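Over whole pools, edgeR's quasi-likelihood test called 275 of 13555 tested genes with age (Benjamini-Hochberg adjusted p below 0.05), 217 higher and 58 lower, and all 275 moved in the same direction on both platforms. DESeq2 called 528 genes, 274 of them shared. Without the low-count filter edgeR called 774 genes, and without the block for platform 0 (1103 at unadjusted p below 0.05). Leaving out young pool A, young pool B, aged pool A or aged pool B left 287, 160, 4 and 0 genes called by edgeR with no block (2175 genes lay under an unadjusted p of 0.05 with all pools and 1040 without aged pool B). Nupr1 (ENSMUSG00000030717, chromosome 7 from 126623249 to 126630861) rose from 12.3 and 22.5 CPM in young pools A and B to 325.7 and 605.5 CPM in aged pools (log2 fold change 4.74, standard error 0.215, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00563). Clu (ENSMUSG00000022037, chromosome 14 from 65968483 to 65981547) rose by 4.36 (standard error 0.190, adjusted p = 0.00563, edgeR), Vwf (ENSMUSG00000001930, chromosome 6 from 125546774 to 125686679) by 2.81 (0.179, adjusted p = 0.00999) and Slamf1 (ENSMUSG00000015316, chromosome 1 from 171767127 to 171801184) by 2.13 (0.193, adjusted p = 0.0206). Cd34 (ENSMUSG00000016494, chromosome 1 from 194938819 to 194961279) fell from 275.6 and 254.2 CPM to 102.6 and 67.3 CPM (log2 fold change -1.67, standard error 0.211, adjusted p = 0.0354, edgeR). Procr (ENSMUSG00000027611, chromosome 2 from 155751117 to 155755471) rose from 92.2 and 126.6 CPM to 163.7 and 221.4 CPM (log2 fold change 0.82, adjusted p = 0.101, edgeR), and Cd48 (ENSMUSG00000015355, chromosome 1 from 171682009 to 171705258) fell from 73.5 and 75.3 CPM to 27.7 and 12.8 CPM (log2 fold change -1.98, adjusted p = 0.0559, edgeR). Neither was called. Each of these 7 genes moved in its stated direction in both aged pools against both young pools. In DESeq2, Cd48 (adjusted p = 1.85e-07) and Procr (adjusted p = 0.0448) were called. Of the 30 genes that the paper names beside an age difference (some in single clusters only, and Trp53inp1 as a pL2 marker), 10 were called over all tested genes and 23 when p values were adjusted over that list alone. The list was chosen by the study on these same cells and is not an independent set.
The largest increases among called genes were Ighg2b (ENSMUSG00000076613, chromosome 12 from 113302965 to 113307933), with no UMI in young pools and 187.2 and 114.0 CPM in aged pools, Osmr (ENSMUSG00000022146, chromosome 15 from 6813577 to 6874969) (log2 fold change 7.43), Kcnb2 (ENSMUSG00000092083, chromosome 1 from 15287254 to 15723750) (7.17), Igha (ENSMUSG00000095079, chromosome 12 from 113254830 to 113260236) (7.01) and Cyr61 (ENSMUSG00000028195, chromosome 3 from 145646976 to 145649981) (6.79). In aged pools A and B, 76.0% and 95.9% of immunoglobulin UMIs came from the 20 and 11 pL2-like cells, which carried plasma cell transcripts. The rise of Ighg2b and Igha over whole pools is thus not read as a change of HSPC expression. Osmr and Kcnb2 had 1 UMI each in young pools. With 1 pool left out, the log2 fold change of Cyr61 ranged from 3.17 (without aged pool A, edgeR, adjusted p = 0.625) to 11.7 (without young pool A). The largest decreases were Tcrg-C1 (ENSMUSG00000076749, chromosome 13 from 19214103 to 19217024) (-5.16), Rgs7bp (ENSMUSG00000021719, chromosome 13 from 104945904 to 105054930) (-4.18), Dntt (ENSMUSG00000025014, chromosome 19 from 41029275 to 41059525) (-4.06), Slc16a11 (ENSMUSG00000040938, chromosome 11 from 70212752 to 70216417) (-4.02) and Hnf4a (ENSMUSG00000017950, chromosome 2 from 163506808 to 163572910) (-3.28), all by edgeR's quasi-likelihood test and in the same direction on both platforms.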

In order to assess the heterogeneity of transcriptome changes upon aging according to HSC clusters, we analyzed changes in gene expression of each cluster separately (Additional file 7: Table S6). 

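The age test was repeated with edgeR's quasi-likelihood test on summed counts of all non-primed and all primed cells of each pool. It called 251 of 13365 genes in non-primed cells (194 higher, 77.3%, and 57 lower) and 26 of 9787 in primed cells (26 higher and 0 lower) after Benjamini-Hochberg adjustment. At unadjusted p below 0.05 the counts were 2182 and 350. DESeq2 called 502 and 30. The classes differ in size. With as many non-primed as primed cells in each pool (1552 in all), 5 random draws called 76 to 375 genes in non-primed cells, with a median of 165. Without the low-count filter edgeR called 856 and 127. Without the platform block it called 0 in non-primed cells (1104 at unadjusted p below 0.05) and 1 in primed cells. Without aged pool B both counts were 0 (1074 and 211 at unadjusted p below 0.05), and without aged pool A they were 3 and 0. Leaving out young pool A gave 314 and 58 and leaving out young pool B gave 100 and 53. These counts are of genes higher or lower in the mean. They hold no measure of cell-to-cell variability.
Per cluster, edgeR's quasi-likelihood test called 187, 122, 204, 51 and 134 genes in the numbered clusters 0, 1, 2, 4 and 5, 161 in the rep-like, 63 in the div-like, 61 in the ifn-like and 3 in the pEr-like cluster (255 at unadjusted p below 0.05). It called 0 in the pNeu-like, pMast-like and pL1-like clusters (242, 92 and 100 at unadjusted p below 0.05). The tgf-like and pL2-like clusters had too few cells in some pools to be tested. DESeq2 called 3, 1 and 0 there, and 4 in the pEr-like cluster. Without young pool A edgeR called 47, 31 and 23 in these 3 clusters, without young pool B 34, 15 and 18, without aged pool A 0, 0 and 16 and without aged pool B 0 in each. In the pEr-like cluster these fits called 31, 25, 4 and 0. With the same number of cells from each cluster (37, 33, 30 and 11 in young pools A and B and aged pools A and B), the sum over clusters fell from 986 to 75 called genes, with 0 to 18 per cluster.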

Heatmap of the most differentially expressed genes (DEGs) (log fold change > 0.5) upon aging analyzed per clusters showed that the non-primed clusters exhibited more differences in their transcriptome than the primed ones and that these differences were towards an increase of gene expression rather than a decrease, suggesting an increased cell-to-cell transcriptional variability upon aging (Fig. 3a and Additional file 1: Fig. S6). 

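The log2 fold changes of each cluster were set against those of the whole pools by the squared correlation. Over the genes called in the whole pools, it was 0.867 to 0.941 in the non-primed clusters tested and 0.64 to 0.84 in the primed ones. Over all genes tested in both, it was 0.601 (div-like) to 0.796 (numbered cluster 2) in non-primed clusters, and 0.42 in the pEr-like, 0.395 in the pL1-like, 0.162 in the pMast-like and 0.0975 in the pNeu-like cluster. The cells of each cluster are part of the whole pools, so the values are not independent. The tgf-like cluster, with 8 cells in young pool B, was not tested.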

For these non-primed clusters, except for the tgf cluster, the differential gene expression analysis per cluster followed the aging signature that was observed when analyzing the totality of the cells (*R*^2^ > 0.8; Additional file 6: Fig. S5). 

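In whole pools, Plac8 (ENSMUSG00000029322, chromosome 5 from 100553725 to 100572245) fell from 911.0 and 1009.7 CPM in young pools A and B to 300.6 and 243.0 CPM in aged pools (log2 fold change -1.83, standard error 0.242, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0382). Foxo3 (ENSMUSG00000048756, chromosome 10 from 42181841 to 42276755) changed by -0.48 (adjusted p = 0.224, edgeR). Selp (ENSMUSG00000026580, chromosome 1 from 164115264 to 164150026) rose by 4.24 (standard error 0.278, adjusted p = 0.0112) and Jam2 (ENSMUSG00000053062, chromosome 16 from 84774123 to 84825928) by 2.70 (standard error 0.185, adjusted p = 0.0120), while Alcam (ENSMUSG00000022636, chromosome 16 from 52248996 to 52454074) rose by 1.33 (adjusted p = 0.0832), all by edgeR. Of the histocompatibility genes, Cd74 (ENSMUSG00000024610, chromosome 18 from 60803848 to 60812652) rose by 1.68 (standard error 0.202, adjusted p = 0.0309, edgeR), and H2-D1 (ENSMUSG00000073411, chromosome 17 from 35262730 to 35267499), H2-Q7 (ENSMUSG00000060550, chromosome 17 from 35439155 to 35443773) and H2-K1 (ENSMUSG00000061232, chromosome 17 from 33996017 to 34000347) changed by 0.48, 0.33 and 0.20 (adjusted p = 0.453, 0.579 and 0.777, edgeR). Every gene moved in its direction on both platforms. Without 1 pool, Selp and Jam2 stayed called when either young pool was left out, and Plac8 and Cd74 were called in no such fit. The direction turned for H2-Q7 without aged pool B (-0.25) and for H2-K1 without young pool A (-0.04) or aged pool B (-0.23).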

Enrichment analysis of DEGs upon aging revealed a negative regulation of hematopoietic or lymphoid organ development (HLOD) marked by the downregulation of *Cd34*, *Plac8*, and *Foxo3* (Additional file 8: Table S7A), together with a positive regulation of hemostasis with *Clu* and *Selp* increased expression, Cell Adhesions Molecule (CAM) genes such as *Alcam*, *Jam2*, Major Histocompatibility Complex (MHC) H-2 genes and genes involved in transcriptional miss-regulation in cancer (TMC) (Additional file 8: Table S7B). TMC enrichment, in addition to TFs such as *Fli1* and *Pbx1*, relies on cell cycle kinase inhibitors *Cdkn1a* and *Cdkn2c* and the stress response gene *Nupr1* suggesting a deregulation of the cell cycle phases upon aging. 

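Fli1 (ENSMUSG00000016087, chromosome 9 from 32422204 to 32542861) rose by a log2 fold change of 0.63 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.169). Cdkn1a (ENSMUSG00000023067, chromosome 17 from 29090976 to 29100727) was at 7.08 and 10.9 CPM in young pools A and B and at 51.4 and 17.8 CPM in aged pools (log2 fold change 1.80, adjusted p = 0.197, edgeR), and Cdkn2c (ENSMUSG00000028551, chromosome 4 from 109660876 to 109667189) at 25.3 and 14.4 CPM and at 47.4 and 39.7 CPM (1.18, adjusted p = 0.0675, edgeR). All 3 genes were higher in both aged pools than in both young pools, and none was called. DESeq2 called Cdkn1a (adjusted p = 0.00519) and Cdkn2c (0.00923). The log2 fold change of Cdkn1a was 0.99 without aged pool A and 2.51 without aged pool B (edgeR).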

Globally, we found that aging feature-score differences were more pronounced in the non-primed clusters than in the lineage-primed ones (Fig. 3b; Additional file 8: Table S7C). However, we highlighted that two lineage-primed clusters, the pL1 and pMK clusters, were transcriptionally affected by aging, with an increase in HEM, TMC, and CAM signatures (Fig. 3b and Additional file 8: Table S7C). These observations were confirmed by analyzing a computed aging signature score retrieved from a comprehensive aging signature [30] across the clusters (Fig. 3b and Additional file 8: Table S7C). 

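Signature scores were averaged per pool within the non-primed and the primed cells. In non-primed cells the aged minus young difference on platforms A and B was -0.268 and -0.259 for HLOD, 0.288 and 0.256 for HEM, 0.314 and 0.338 for CAM, 0.340 and 0.409 for MHC and 0.307 and 0.312 for TMC. In primed cells it was -0.124 and -0.0841, 0.110 and 0.123, 0.109 and 0.116, 0.150 and 0.114, and 0.118 and 0.105. For each of the 5 lists the difference was larger in non-primed cells on both platforms. The exact permutation p was 0.33 for each list in each class, the smallest that 4 pools allow. The study chose these 5 lists from changes in these cells, so their scores are not independent of the gene results.
The class by age interaction was tested per gene with edgeR's quasi-likelihood test, which called 230 of 12791 genes after Benjamini-Hochberg adjustment (1302 at unadjusted p below 0.05). DESeq2 called 160, 129 of them shared. Leaving out the low-count filter moved the count most among planned settings, to 368. In fits chosen after the result was seen, leaving out young pool A, young pool B, aged pool A or aged pool B gave 379, 153, 435 and 387 genes. From the scores, the paper concludes that aging changed the non-primed clusters more than the lineage-primed ones.

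**Figure D1:**
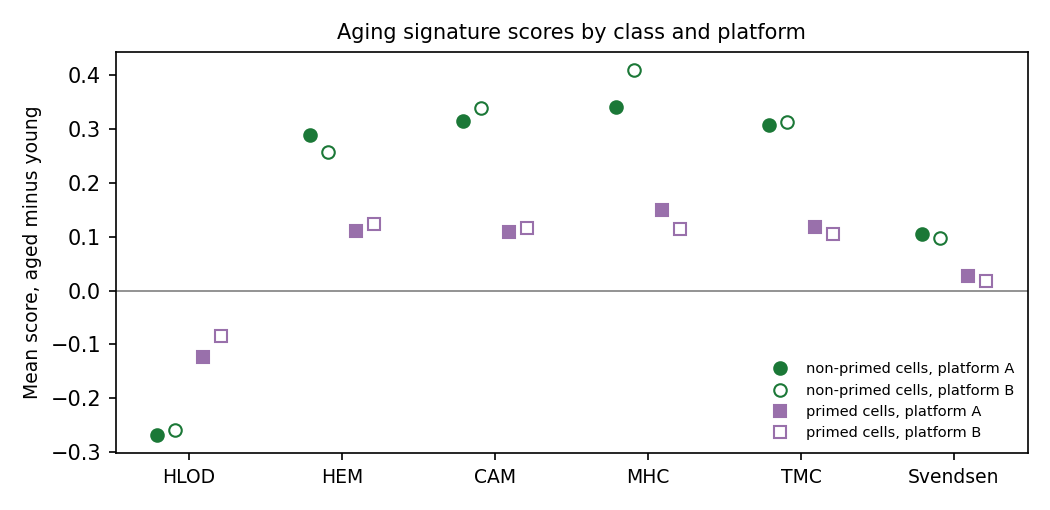
Aged minus young mean score of 6 gene lists in non-primed cells (green circles) and primed cells (purple squares) on platform A (filled) and platform B (open).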

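In the pL1-like cluster the aged minus young difference on platforms A and B was 0.274 and 0.201 for HEM, 0.328 and 0.124 for TMC and 0.181 and 0.226 for CAM. The pMk-like cells had no cluster of their own here. The pEr-like cluster, which also met the pMk list, gave 0.113 and 0.186 for HEM, 0.107 and 0.160 for TMC and 0.0688 and 0.158 for CAM, and the pMast-like cluster 0.0547 and 0.0710, 0.0932 and 0.0921, and 0.0468 and 0.0777. Each difference had the same sign on both platforms.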

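The published list of Svendsen et al. (218 of 220 genes matched) was not chosen on these cells. Its score rose by 0.104 and 0.0964 on platforms A and B in non-primed cells and by 0.0260 and 0.0177 in primed cells (exact permutation p = 0.33 in each class). In single primed clusters it rose by 0.0603 and 0.0483 in pL1-like and by 0.0231 and 0.0371 in pEr-like cells.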

Looking at some genes individually, we were able to highlight some age-related changes affecting particular clusters. We observed a downregulation of the T cell gene *Tcrg-C4* in the aged pL1 cluster and an upregulation of the protease mast cell gene *Mcpt8* and myeloid integrin gene *Fcer1a* in aged pMast and pNeu cluster respectively (Fig. 3c and Additional file 7: Table S6). 

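In the pL1-like cluster Tcrg-C4 (ENSMUSG00000076757, chromosome 13 from 19344558 to 19352756) was seen with 15 and 36 UMIs in young pools A and B and 8 and 3 UMIs in aged pools A and B (log2 fold change -1.48, standard error 0.599, edgeR's quasi-likelihood test, unadjusted p = 0.0444, Benjamini-Hochberg adjusted p = 0.999), and was not called. In the pMast-like cluster Mcpt8 (ENSMUSG00000022157, chromosome 14 from 56082166 to 56085273) was at 29349.4 and 45785.8 CPM in young pools and 27819.7 and 43399.5 CPM in aged pools (log2 fold change -0.122, adjusted p = 1.00, edgeR), lower with age on both platforms. There, Fcer1a (ENSMUSG00000005339, chromosome 1 from 173221284 to 173227214) was at 920.7 and 1898.6 CPM in young pools and 1895.3 and 3298.5 CPM in aged pools (log2 fold change 0.874, unadjusted p = 0.0113, adjusted p = 1.00, edgeR), higher on both platforms. In the pNeu-like cluster Mcpt8 was at 153.1 and 62.5 CPM in young pools and 201.1 and 116.3 CPM in aged pools (log2 fold change 0.578, unadjusted p = 0.0432, adjusted p = 0.998, edgeR), higher on both platforms, and Fcer1a had 4 and 1 UMIs in young pools and 14 and 0 in aged pools and was too low to test. None was called. The paper's table of age changes per cluster lists Fcer1a as raised in pMast and Mcpt8 as raised in pNeu. In the pMast-like cluster the direction of Mcpt8 turned without young pool B (0.283) and without aged pool A (0.218), while that of Fcer1a stayed in every fit without 1 pool (0.213 to 1.5).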

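Cluster np2 could not be matched by name to a rebuilt cluster, so Alcam was read in the numbered clusters. It was called in cluster 0 (43.4 and 43.5 CPM in young pools A and B, 143.2 and 73.0 CPM in aged pools; log2 fold change 1.24, standard error 0.246, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0463), in cluster 1 (1.56, adjusted p = 0.0486) and in cluster 5 (1.45, adjusted p = 0.0234), higher in both aged pools in each. It was not called in cluster 4 (1.58, adjusted p = 0.107) or in cluster 2 (0.376, adjusted p = 0.761), all by edgeR.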

We observed an upregulation of *Alcam* required for HSC maintenance in aged np2 cluster (Fig. 3c and Additional file 7: Table S6). Finally, we also observed a very specific transcriptome in aged tgf cluster characterized by an increase of genes involved in HSC quiescence such as *Cdkn1a*, *Nr4a1* (Fig. 3c), which were clustered together in the heatmap of DEGs upon aging (Fig. 3a).

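In tgf-like cells Cdkn1a had 26 and 0 UMIs in young pools A and B and 340 and 46 UMIs in aged pools A and B, or 59.8, 0, 350.7 and 143.4 CPM. Nr4a1 had 110 and 1 UMIs in young pools and 711 and 84 UMIs in aged pools, or 252.9, 20.4, 733.3 and 261.9 CPM. Both were higher with age on each platform, but the 8 tgf-like cells of young pool B left no test there. Over whole pools Nr4a1 (ENSMUSG00000023034, chromosome 15 from 101254269 to 101274795) was called (log2 fold change 3.08, standard error 0.234, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0140), higher in the aged pool on each platform. Without aged pool A it was 0.73 (adjusted p = 1.00, edgeR). Outside the tgf-like cluster it was called by edgeR in the numbered clusters 0 (3.58, adjusted p = 0.00591), 1 (2.68, adjusted p = 0.00904) and 4 (3.16, adjusted p = 0.0207) and in the rep-like cluster (3.1, adjusted p = 0.000363). Cdkn1a was called by edgeR in cluster 2 (2.44, adjusted p = 0.00801) and in the rep-like cluster (1.73, adjusted p = 0.0404).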

**Fig. 3:**
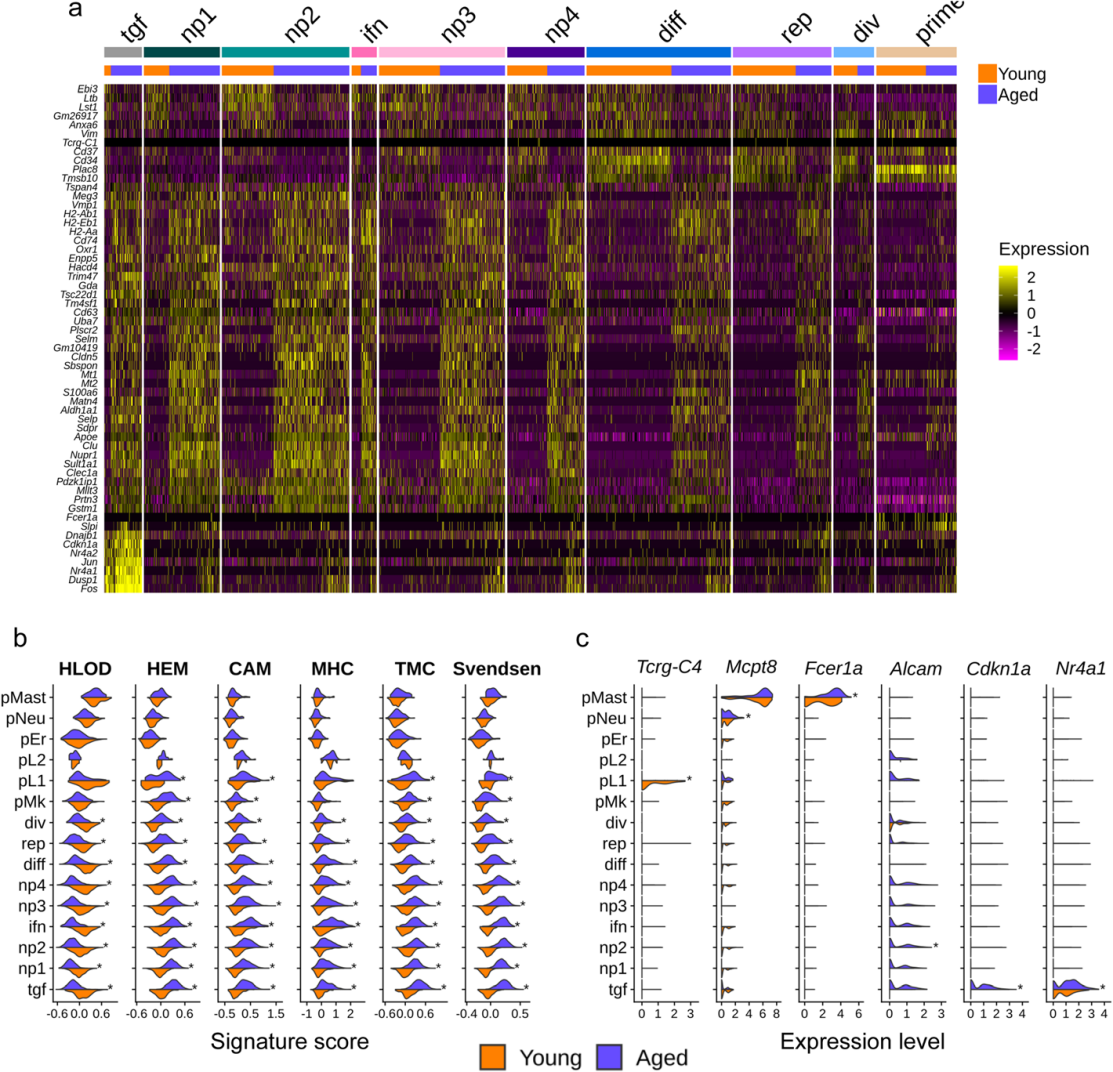
Gene expression is more impaired during aging in non-primed clusters with loss of differentiation and gain of hemostasis signatures.** a** Heatmap of the most significant differentially expressed genes (DEGs) during aging (*p* value < 0.05 and log fold change > 0.5 in at least one cluster) in the different clusters revealed by Seurat analysis (Fig. 1b). The lineage-primed clusters are gathered and labeled as primed. The upper colored bars indicate cluster identity according to the color code in Fig. 1b. The lower colored bars indicate the proportion of young (orange) and aged (purple) cells in a given cluster. Gene expression are standardized across the entire dataset. **b** Combined violin plots showing signature scores (x-axis) in young (orange) and aged (purple) conditions per cluster. Signature scores represent the global expression of annotated genes for selected terms from enrichment analysis issued from DEGs during aging (*p* value < 0.05 and log fold change > 0.25 in at least one cluster) and for the HSC aging signature of Svendsen et al. (significant enrichment, hypergeometric test *p* value < 10^−78^). Significant terms (enrichment gprofiler *p* value < 0.05) are: Hematopoietic or Lymphoid Organ Development (HLOD) retrieved from GO:Biological Process, Hemostasis (HEM) retrieved from REACTOM pathways, Cell Adhesion Molecule (CAM) retrieved from KEGG pathways, MHC protein complex (MHC) retrieved from GO:Cellular Component, Transcriptional Miss-regulation in Cancer (TMC) retrieved from KEGG pathway. See supplementary Tables 7A & B for the lists of genes enriched in the terms. Stars show significant differences between the signature scores of young and aged cells, per cluster (average score difference > 0.1 and *p* value < 0.05). **c** Combined violin plot showing aging marker expression in young (orange) and aged (purple) conditions for the different clusters. Stars show significant differences of gene expression between young and aged cells (average log fold change > 0.25 and *p* value < 0.05)

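The difference between classes was also tested gene by gene for the differentiation genes. In the class by age interaction, edgeR's quasi-likelihood test called Cd34 (log2 fold change -1.8 in non-primed and -0.674 in primed cells, difference 1.09, standard error 0.146, Benjamini-Hochberg adjusted p = 9.70e-05), Plac8 (-2.46 and -0.618, difference 1.82, standard error 0.142, adjusted p = 3.86e-08), Cd48 (-3.14 and -0.334, difference 2.74, standard error 0.181, adjusted p = 2.58e-09) and Serpinb1a (ENSMUSG00000044734, chromosome 13 from 32842092 to 32851185) (-1.27 and -0.216, difference 1.03, standard error 0.145, adjusted p = 0.000182). With any 1 pool left out, each difference kept its direction. It was 0.954 to 1.33 for Cd34, 1.67 to 1.97 for Plac8, 2.4 to 3.26 for Cd48 and 0.942 to 1.2 for Serpinb1a. Such fits hold 1 pool of an age, so calls in them do not test the spread between pools. Foxo3, which the paper names with Cd34 and Plac8, fell slightly more in primed cells and was not called (-0.477 in non-primed and -0.561 in primed cells, difference -0.128, adjusted p = 0.903, edgeR). Of the 230 genes called, 156 changed upward more in primed and 74 in non-primed cells, and of the 227 tested in both classes 207 had the larger change in non-primed cells.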

Altogether, our results revealed particular age-related changes mostly affecting the transcriptome of HSPCs from non-primed clusters and characterized by a loss of differentiation genes that could account for the functional changes of the aged hematopoietic compartment.

### Differentiation trajectory shows a HSPC progression towards T, Mast/Neu and Mk/Er fates that is altered with age

It has been recently suggested that HSCs undergo a continuous differentiation process rather than a stepwise process [12]. In order to better capture and understand the progression of this differentiation process during aging, we constructed pseudotime trajectories by ordering HSPCs based on the similarities between their expression profiles with Monocle [31]. We first generated the trajectories of young and aged HSPCs separately, which showed a very similar shape, with the exception of a group of cells standing apart from the aged trajectory, and made exclusively of pL2 cells (Additional file 1: Fig. S7A). 

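With 37 cells in the pL2-like cluster, 6 of them young, the trajectory was rebuilt on the remaining 14878 cells.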

Because these cells were detected only in aged HSPCs and were clearly distant from the rest of the cells in the UMAP (Fig. 1b), we excluded them for cell pooling and ordering for both ages. Thus, we analyzed the differentiation trajectory inferred from young and aged cells pooled together, without pL2 cells. The resulting trajectory was partitioned into 5 segments, called Monocle states 1, 2, 3, 4, and 5 (Fig. 4a). 

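The tree was rebuilt with DDRTree as re-implemented from its published description. It had 1 branch point and 3 segments of 11217, 2526 and 1135 cells, called root segment, segment 2 and segment 3, which are not the Monocle states. Without the age-changed genes it had 2 branch points and 5 segments. Pseudotime ran from 0 to 15.9 with the branch at 11.4. Its rank correlation was 0.859 with diffusion pseudotime and 0.968 with the tree without age-changed genes.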

The departure of the trajectory was identified at the extremity of the state 1, as this state possessed the highest percentage of LTHSCs (Fig. 4b, c). States 2, 4, and 5 were enriched with MPPs suggesting their progression towards differentiated states (Fig. 4b, c). We characterized the 5 states of the trajectory with previously published signatures related to HSPCs and hematopoiesis (referenced in Additional file 9: Table S8A) and with our state marker analysis (Additional file 9: Table S8B & S8C). We revealed that HSPCs in state 1 expressed a HSC signature with especially cells expressing the dormant HSC marker (*Procr*); state 2 cells (after the first bifurcation) were characterized with naive T cell signature and were expressing *Gata3*, suggesting a primed-lymphoid differentiation state (Fig. 4d); state 4 cells were characterized by a myeloid signature [32] and high expression of *Hdc*, previously reported as a marker of myeloid biased HSPCs [33], while cells in state 5 presented a Megakaryocyte Erythrocyte Progenitors (MEP) signature [34] and expressed *Gata1* a MEP marker (Fig. 4d).

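The published HSC list scored 0.103, 0.0749 and 0.0589 in the root segment, segment 2 and segment 3 and fell along pseudotime (rank correlation -0.405). Procr stood at 203.3, 46.1 and 30.0 CPM in the same order. The MEP list scored 0.0657, 0.144 and 0.104 (rank correlation 0.618), with Gata1 at 3.82, 31.9 and 46.4 CPM. The myeloid list scored -0.0325, -0.0489 and -0.0172 (-0.144), with Hdc at 0.728, 2.14 and 114.0 CPM. The naive T list (11 of 37 genes matched) scored -0.00236, -0.0204 and 0.00173 (-0.088), with Gata3 at 50.4, 28.5 and 22.5 CPM. No segment was marked by both the naive T list and Gata3.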

**Fig. 4:**
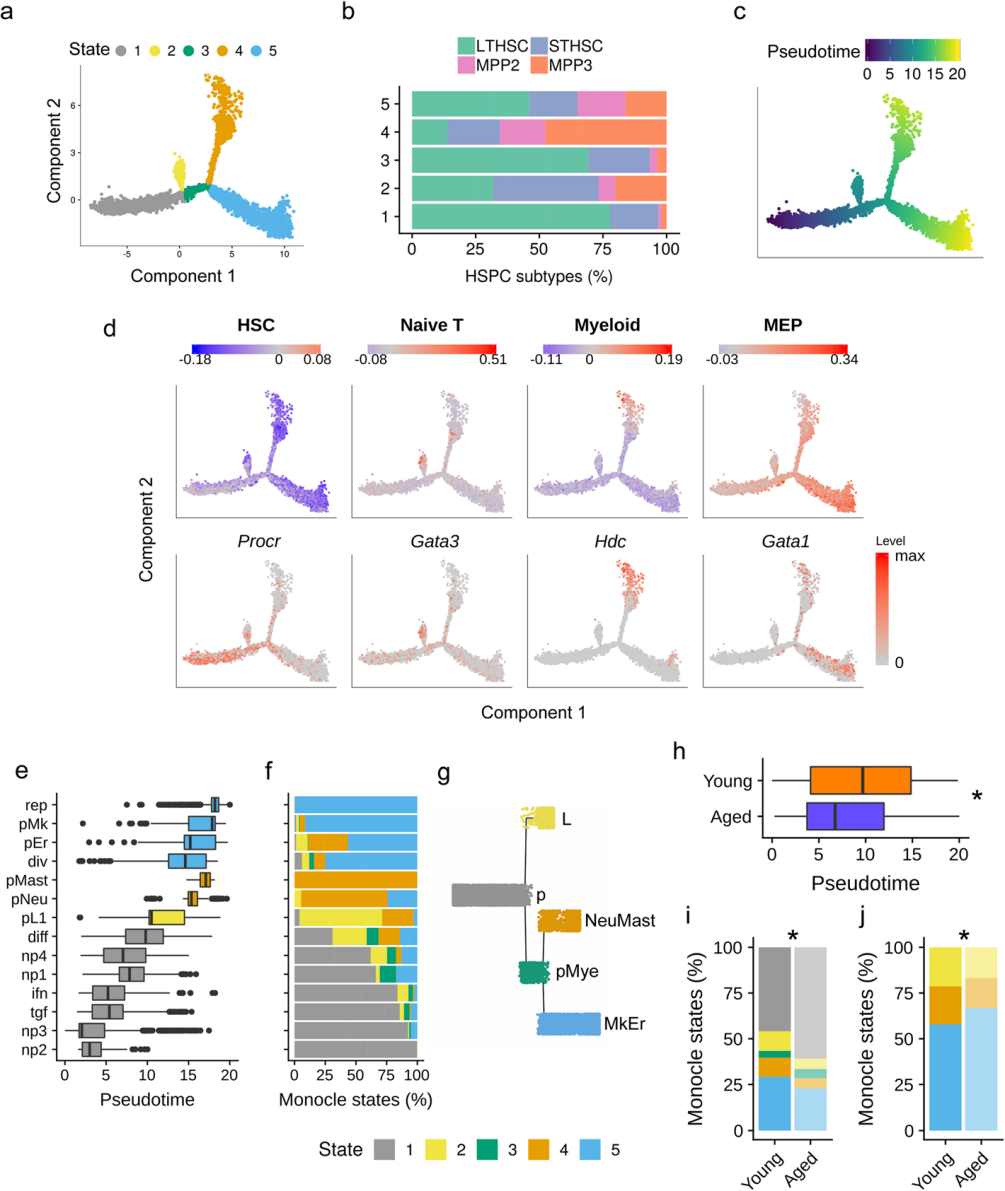
HSPC differentiation trajectory revealed a clear split between L, MastNeu and MkEr primed cells. **a** Differentiation trajectory generated using Monocle 2 with all HSPCs excepted pL2 cells that were excluded. Cells are colored according to five states (1 gray, 2 yellow, 3 green, 4 orange and 5 blue), which partition the trajectory. **b** Barplots representing the LTHSC, STHSC, MPP2 and MPP3 proportions in the five states. **c** HSPC differentiation trajectory colored according to HSPC pseudotime values and representing their differentiation progression. **d** HSPC differentiation trajectories colored according to HSPC scores for hematopoietic lineage signatures retrieved from the literature (upper panel) and according to the expression level of HSPC differentiation markers (lower panel). For signatures, positive (red) or negative (blue) scores indicate whether the expression of the tested gene set is more or less important than an equivalent control gene set. Signatures identified are HSC, naïve T, Myeloid and MEP (Megakaryocyte Erythrocyte Progenitor). HSPC differentiation markers shown are: *Procr* for LTHSCs, *Gata3* for lymphoid-primed HSPCs, *Hdc* for myeloid-primed HSPCs and *Gata1* for erythrocyte-megakaryocyte-primed HSPCs**. e** Repartition of the Seurat clusters along the pseudotime. Box plots (medians) of pseudotime values are colored according to the most represented state. **f** Repartition (in percentage) of the different states (1 to 5) of the trajectory for each Seurat cluster. **g** Tree representation of HSC differentiation trajectory, edges representing the states (state 1 in gray, 2 yellow, 3 green, 4 orange, and 5 blue), and nodes standing for pseudotime points: the starting point (s), the first bifurcation point (p), the primed Myeloid bifurcation point (pMye); and the three fates Lymphocyte (L), Neutrophil/Mastocyte (NeuMast) and Megakaryocyte/Erythroid (MkEr). **h** Boxplot of pseudotime values for young and aged cells. * indicates a significant difference between young and aged pseudotime value distribution (median difference > 2.9, *p* value < 10^−16^ Wilcoxon rank sum test) **i**, **j** Percentage of Monocle states in young and aged conditions, when considering all states (**i**) or only states 2, 4, and 5 (**j**). * indicates a significant dependence between state and age repartitions (*p* value < 10^−10^ Pearson’s chi-squared test)

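Median pseudotime was 15.1 for pMast-like, pNeu-like and pEr-like cells, 13.3 for div-like and 15.9 for rep-like cells, and 8.36 for pL1-like cells, before the branch.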

Analysis of Seurat cluster position and spreading on the trajectory strengthened the pseudotime differentiation relevance with lineage-primed clusters located at the two extremities of the trajectory and suggested a differentiation specificity of the states (Fig. 4e; Additional file 1: Fig. S8). In addition, we assessed the similarity of our pseudotime cell values with a published HSC score to validate their degree of stemness [35]. 

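The lowest median pseudotimes were 0 in numbered cluster 4 and 1.38 in numbered cluster 0, followed by 2.27 in ifn-like cells, 5.23 in cluster 5, 5.28 in tgf-like cells, 6.08 in cluster 1 and 7.11 in cluster 2. The root was set at the tip where young cells had the highest mean of a short HSC list. That list held Hlf, Mecom, Fgd5, Hoxb5, Ctnnal1, Tcf15, Meis1 and Ly6a and is not the published HSC list scored above. Low pseudotime and the expression of HSC genes are thus not independent.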

By doing so, we identified the two non-primed clusters np2 and np3, located at the beginning of the trajectory, as the most immature ones (Additional file 1: Fig. S9). 

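No branch of its own held the pL1-like cells, of which 58.4% lay in the root segment, 0.885% in segment 2 and 40.7% in segment 3. Segment 3 held 100% of pMast-like and 87.8% of pNeu-like cells. The pEr-like cells were split between segment 2 (56.3%) and segment 3 (37.2%), while 90.1% of rep-like and 69.4% of div-like cells lay in segment 2.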

Analysis of the five state proportions across the clusters revealed a first bifurcation separating pL1 cells (state 2), from cells primed for myeloid lineages (state 3), and then a clear branching between Neu/Mast-primed (NeuMast) HSPCs (state 4) and Mk/Er-primed (MkEr) HSPCs (state 5) (Fig. 4f). The specificity of state 5 for megakaryocyte differentiation was supported by the high representation of the rep cluster (Fig. 4f), characterized by a reparation gene signature (Additional file 4: Table S3), which was previously associated with megakaryocyte fate [36]. Separate pseudotime ordering of young and aged HSPCs provided very similar segregation between the lineage-primed HSPCs, with one bifurcation from LTHSC (state 6) towards Neu/Mast-primed (NeuMast) HSPCs (state 7) and Mk/Er-primed (MkEr) HSPCs (state 8) (Additional file 1: Fig. S7A-E). However, the bifurcation towards the lymphocyte fate was not retrieved probably because of the reduction of the pL1 cell number due to the sample splitting (Additional file 1: Fig. S7A). Hence, to synthetize our analyses, we proposed a tree-representation of the HSC differentiation trajectory (Fig. 4g) where nodes stand for pseudotime points, and edges for Monocles states. It contains 6 nodes: a root, the starting point (s); two internal nodes, the first bifurcation point (p) and primed Myeloid bifurcation point (pMye); and three leave nodes, the three fates Lymphoid (L), Neutrophils/Mastocytes (NeuMast), and Megakaryocyte/Erythroid (MkEr).

Next, we compared the differentiation progression of young and aged HSPCs. 

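Median pseudotime was 7.373 and 6.264 in young pools A and B and 5.587 and 4.441 in aged pools A and B. As a percentile of all cells it fell from 57.9 and 54.8 to 49.0 and 40.1, a mean difference of -11.8 (-8.89 on platform A, -14.7 on platform B; exact permutation p = 0.33, 4 pools). The difference was -10.0 without the age-changed genes and -16.3 with diffusion pseudotime. Within clusters, the aged minus young difference of median pseudotime over all cells was 0.826 in tgf-like cells (1.29 on platform A and 1.84 on platform B), 0.597 in numbered cluster 1 (0.617 and 0.534), -0.485 in cluster 5 (-0.703 and -0.0839), -0.42 in cluster 2 (0.453 and -0.977) and -0.608 in pL1-like cells (-5.91 and 5.94). In the other clusters it was no larger than 0.227 over all cells, and within platforms it ranged from -0.187 in ifn-like cells on platform A to 0.75 in pEr-like cells on platform A. The tree units are those of the rebuilt tree.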

Aged HSPCs appear to be significantly delayed in the pseudotime (Fig. 4h) while Seurat cluster spreading along the trajectory showed no clear differences of any cluster pseudotime position according to age (no median difference higher than 0.8 unit of pseudotime; Additional file 1: Fig. S10A). 

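The root segment held 67.8% and 69.9% of cells in young pools A and B and 82.0% and 82.5% in aged pools A and B, a mean rise of 13.4 points (14.2 and 12.5 on the platforms; exact permutation p = 0.33), and of 10.4 points in the tree without age-changed genes. Segment 2 held 21.3% and 20.6% against 11.7% and 13.9%, and segment 3 held 10.9% and 9.5% against 6.29% and 3.6%.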

Looking at the proportion of the different Monocle states of the trajectory according to age revealed an increase in aged HSPCs in states 1 and 3 in comparison to young ones (Fig. 4i), belonging to the non-primed clusters np3, tgf, ifn, np4, diff, and div (Additional file 1: Fig. S10B). When focusing on cells from states 2, 4, and 5, which reflect the 3 lineage-primed HSPC states, we observed that the proportion of state 5 (MkEr fate) was larger in aged than young condition (Fig. 4j), although age was not affecting the percentage of the Monocle states from lineage-primed cluster cells (Additional file 1: Fig. S10B). This suggests that while less aged HSCs were detected in the three differentiation paths, cells with MkEr fate are more maintained upon aging than the ones towards NeuMast and L fates.

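Among cells beyond the root segment, segment 2 held 66.1% and 68.4% in young pools A and B and 65.0% and 79.5% in aged pools A and B, a mean rise of 4.98 points, with a fall of 1.12 on platform A and a rise of 11.1 on platform B (exact permutation p = 1, 4 pools). From this share, the paper proposes that cells on the MkEr path are better kept with age than cells on the other paths.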

In conclusion, our trajectory analysis revealed a priming of HSPCs for lymphoid lineage that occurs early in the differentiation process and evidenced a clear split between the NeuMast and the MkEr HSC fate identifying an early lineage specification of HSCs (Fig. 4g). While the global shape of the trajectory and the lineage specification of the HSPCs are conserved upon aging, repartition of the aged HSPCs along the differentiation trajectory is altered with a decrease in terminal states 2 and 4 conducing respectively to L and NeuMast fates, in favor to cells of the initial states 1 and 3.

### HSPC differentiation trajectory is associated with transcriptional programs that are altered upon aging

Cell fate decision and proper function of HSCs rely on tightly controlled transcriptional programs orchestrated by transcription factor (TF) activity [37]. Since level of the expression of TFs is not sufficient to assess their activity, we measured changes in TF activity during differentiation and aging of HSPCs. For that, we took advantage of Single-Cell Regulatory Network Inference and Clustering (SCENIC) approach [38] that calculates the activity of a given TF (regulon score) based on target expression and cis-regulatory elements. We considered 154 TFs, selected from the literature or from our single cell expression data analysis (Seurat cluster markers), out of which, 58 were identified as active regulons in our HSPCs (Additional file 10: Table S9A). By looking at regulon activities of young HSPCs along the trajectory, we revealed a specific regulon signature for each state (Additional file 10: Table S9B). State 1 was characterized with activity of the stress sensors Atf3, the interferon signaling factors, Irf1, Irf7, Irf9, and the downstream targets of the Tgfbeta signaling, Stat1, Klf4, Egr1, Klf6, Junb, depicting a stemness state (regulon clusters C1a and C1b Fig. 5a and C1a Fig. 5b, young panel). 

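Of the 56 target lists in the copy of the authors' regulon table, 14 were complete, among them Ikzf1 (25 targets) and Gfi1b (12 targets). The Sox4, Myc and E2f8 lists were not among them. Activity was rescored as the AUC of the target list in the top 5% of each cell's genes. Over all cells, Ikzf1 activity was 0.0191 and 0.00460 in young pools A and B and 0.0113 and 0.00281 in aged pools A and B.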

Comparison of TF activities between state 2 and state 3 at the first bifurcation (p) emphasized the L fate of state 2 with the detection of high activity of the T cell transcription factors Ikzf1, Sox4 (regulon cluster C2 Fig. 5a, young panel) while state 3 cells enter a more general differentiation program with a slight increase of regulon activities such as Myc (regulon cluster C3 Fig. 5a, young panel). As expected, aging reduced the activity of the two regulons in state 2 witnessing the reduced lymphoid activity during aging. By contrast, Klf6, Junb, Jun, and Stat1 activities of aged HSCs were spread and increased in aged states 1 and 3, (Fig. 5a, b and Additional file 10: Table S9C), which was consistent with the stem cell activity of aged states 1 and 3 containing mainly LTHSCs (Fig. 4b).

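Ikzf1 activity fell by 0.00478 over all cells, the largest decrease of the 14 regulons (exact permutation p = 0.667), lower in the aged pool on each platform, and the difference turned to 0.00247 without young pool A. No rebuilt segment matched state 2. In the root segment Ikzf1 activity was 0.0208 and 0.00472 in young pools A and B and 0.0109 and 0.00286 in aged pools A and B, and in segment 3 it was 0.0196 and 0.00732 and 0.0202 and 0.00427, higher with age on platform A and lower on platform B.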

**Fig. 5:**
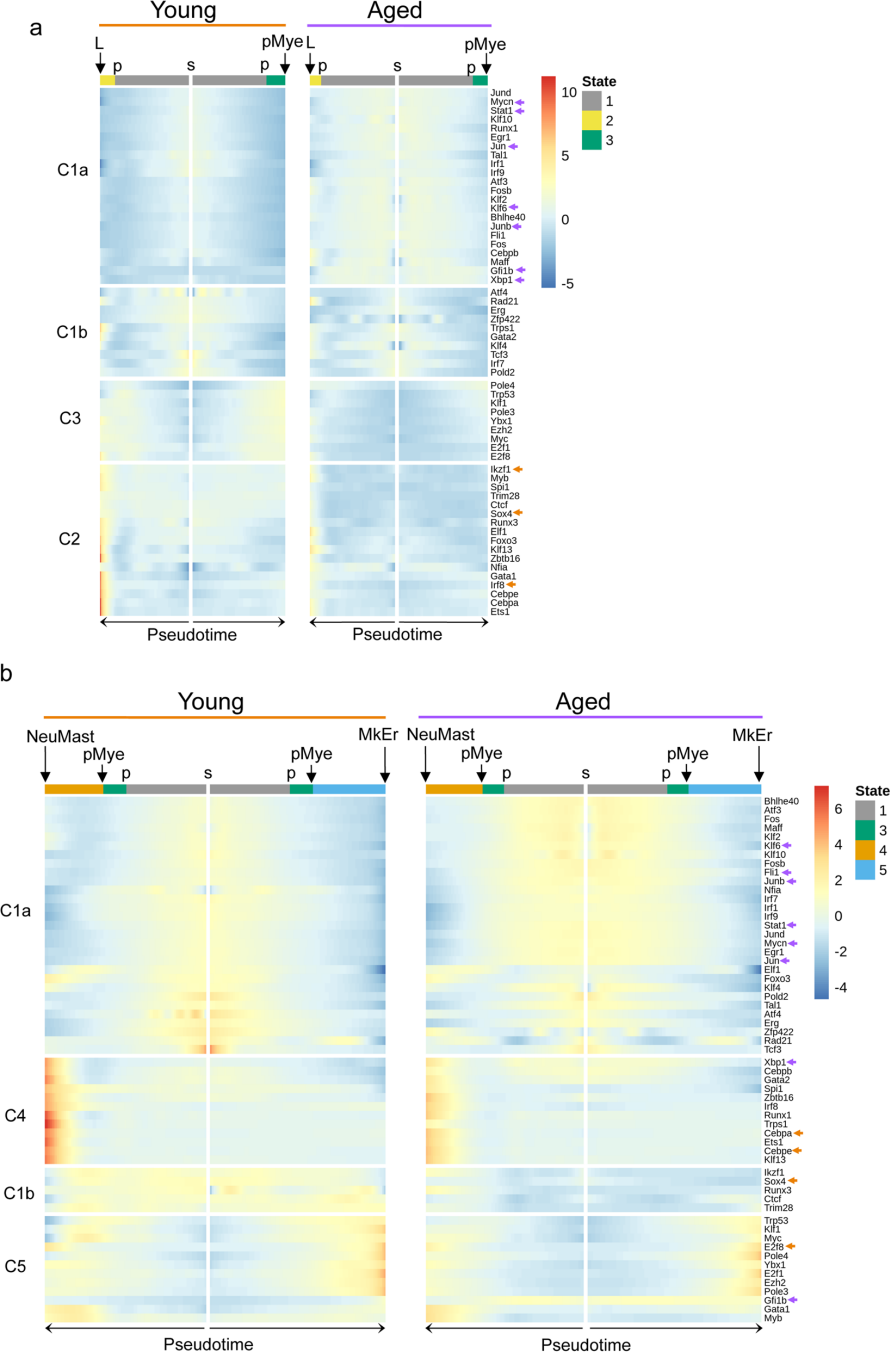
HSPC differentiation trajectory associates with transcriptional programs that are altered upon aging. **a**, **b** Heatmaps showing standardized regulon activity scores, recovered with the AUCell procedure of Scenic, for young (left panel) and aged (right panel) HSPCs across Monocle states. Cells (columns) were ordered according to their pseudotime, and color bars at the top of the heatmaps indicate the state at which cell belongs (1 gray, 2 yellow, 3 green, 4 orange, and 5 blue). Regulons (rows) were hierarchically clustered, based on their activity score in young HSPCs. In **a**, 4 clusters of regulons are highlighted when analyzing regulon activity along pseudotime trajectories from s to L fate and from s to pMye bifurcation point (i.e., across Monocle states 1, 2 and 1, 3). In **b**, regulon activity along pseudotime trajectories from s to NeuMast and from s to MkEr fates (i.e., across states 1, 3, 4 and 1, 3, 5) is analyzed and 4 other clusters of regulons are highlighted. Arrows mark regulons for which a significant difference of activity with aging (average AUCell score difference between young and aged cells > 0.002 and *p* value < 0.05) were found in at least one of the considered states (i.e., states 1, 2, and 3 in **a** and 1, 3, 4, and 5 in **b**). The color indicates if regulon activity is increased (purple) or decreased (orange) in aged condition

By looking at the second bifurcation (pMye) between state 4 and state 5, we confirmed that state 4 was neutrophil- and mast-biased as it was indorsed with a high activity of C/ebpa-e, Runx1, and Irf8, involved in myeloid differentiation (regulon cluster C4 Fig. 5b, young panel). Noticeably, aging decreased the activity of regulons involved in myeloid fate such as Cebpa and -e in state 4 (Fig. 5b and Additional file 10: Table S9C). This result was consistent with the decrease of neutrophils and mastocyte primed-cell number with aging (observed in Fig. 2b) and strengthened our hypothesis that myeloid bias of aged hematopoiesis would not come from this path of the trajectory. Cluster C5 of the heatmap shows that State 5 was characterized with a strong activity of Klf1, E2f8, Ybx1, Gfi1b, and Ezh2, all of which are implicated in the erythroid/megakaryocyte development (regulon cluster C5 Fig. 5b, young panel). 

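In segment 2, which holds most rep-like cells and the larger part of the pEr-like cells, Gfi1b activity was 0.06 and 0.0587 in young pools A and B and 0.0764 and 0.0840 in aged pools A and B. In segment 3 it was 0.0621 and 0.0553 and 0.0620 and 0.0742. The E2f8 list was shortened in the copy of the table and was not scored.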

Interestingly, the activity of E2f8 was significantly reduced with aging in state 5 whereas Gfi1b activity was considerably increased in this aged state. It should be noted that Gfi1b is the regulon that experienced the greatest increase in activity with aging, not only in state 5, but also at the beginning of the trajectory in state 1. 

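Over all cells Gfi1b activity was 0.0491 and 0.0441 in young pools A and B and 0.0753 and 0.0842 in aged pools A and B, a mean rise of 0.0332, the largest of the 14 regulons scored and followed by 0.00194 for Nfia (exact permutation p = 0.33, 4 pools). In the root segment it rose from 0.0436 and 0.0383 to 0.0766 and 0.0849.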

As Gfi1b is a master regulator of thrombopoiesis (reviewed in [39]) and as we found some of its targets such as *Clu*, *Esam*, and *Serpinb1a*, annotated for hemostasis (Additional file 10: Table S9A) upregulated with aging (Additional file 8: Table S7B), we suggested that Gfi1b sustains the platelet bias of aged HSPCs.

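Clu is 1 of the 12 Gfi1b targets listed in the paper's regulon table, and the activity was scored on these 12. Without it, a change chosen after the result was seen, the rise of Gfi1b activity was 0.0265. Esam and Serpinb1a, which the paper's text names as targets, are not in that list. Over whole pools Esam (ENSMUSG00000001946, chromosome 9 from 37528078 to 37538319) rose by a log2 fold change of 0.93 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0718), higher in both aged pools, and Serpinb1a fell by 1.13 (adjusted p = 0.0580, edgeR), from 151.3 and 201.8 CPM in young pools A and B to 77.2 and 82.2 CPM in aged pools. From the regulon and its targets, the paper proposes that Gfi1b sustains the platelet bias of aged HSPCs.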

Thus, TF activity analyses over the pseudotime corroborated the trajectory features and clearly identified a separation in TF activity that explains the L priming (Fig. 5a) and the two distinct myeloid fates, NeuMast and MkEr (Fig. 5b). It also indicated that aging is associated with marked changes in TF expression and activity with a gain of TFs involved in stemness and platelet activity and a loss of lineage-specific factors that drive lineage commitment and terminal differentiation.

### Cell cycle analysis along pseudotime highlights a delay in differentiation associated with cell cycle arrest in aged condition

As one of the hallmarks of HSC aging is a reduction of cycling HSCs [40], we analyzed the cell cycle phases according to BM age. 

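By cyclone, G1 held 88.3% and 90.0% of cells in young pools A and B and 94.9% and 92.1% in aged pools A and B, a mean rise of 4.34 points (6.57 on platform A, 2.11 on platform B). S phase held 3.16% and 3.30% against 1.26% and 2.36%, and G2/M held 8.52% (interval 7.77% to 9.31%) and 6.68% (5.69% to 7.80%) against 3.85% (3.22% to 4.56%) and 5.51% (4.84% to 6.25%), a mean fall of 2.92 points. Exact permutation p was 0.33 for each phase (4 pools). With all cells thinned to 3000 UMIs the G2/M share fell by 2.97 points. Seurat phase scoring moved the result most, with a G1 rise of 19.0 points, and a fall of 14.4 points in S and 4.54 points in G2/M. Phase calls rest on RNA content and were not read as cycling on their own.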

We showed an increase of non-cycling HSPCs (G1/G0) at the expense of the S and G2/M phases in aged BM in comparison to young one (Fig. 6a). Analysis of LTHSC, STHSC, MPP2, and MPP3 population separately showed that age did not typically affect the proportion of cycle phases within each subtype, with the exception of a slight but significant change in LTHSCs and MPP2 (Fig. 6b). This suggests that the increase of the G1/G0 phase proportion observed upon aging is mainly due to the accumulation of quiescent LTHSCs that are known to be arrested in G1/G0 phase [41], and to a lesser extent to LTHSC and MPP2 intrinsic cell cycle changes induced by aging.

**Fig. 6:**
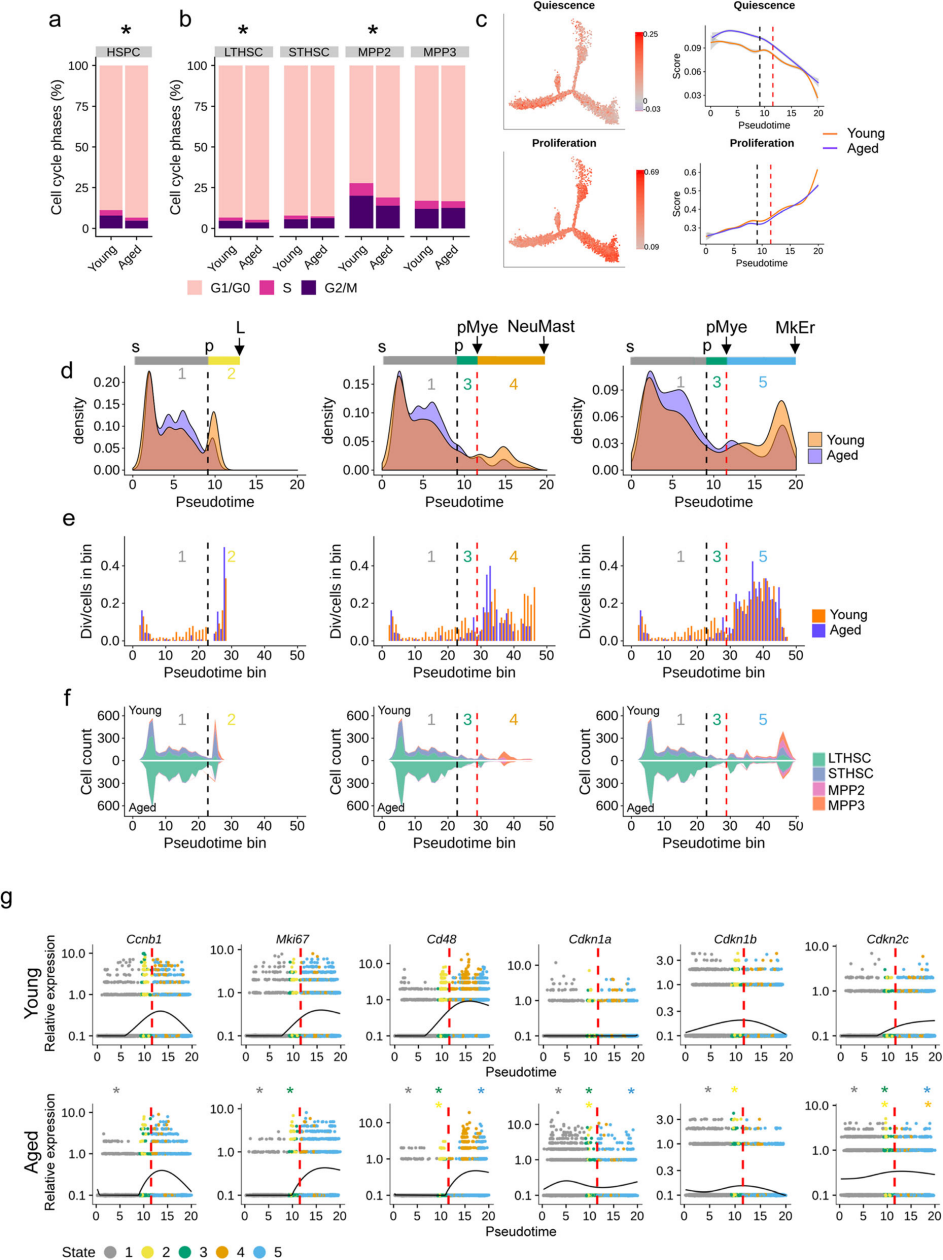
Cell cycle analysis along pseudotime highlights a delay in differentiation associated with cell cycle arrest in aged condition. **a** Repartition (in percentage) of the cell cycle phases (estimated with cyclone) in young and aged HSPCs. **b** Repartition (in percentage) of the cell cycle phases (estimated with cyclone) in LTHSCs, STHSCs, MPP2 and MPP3 in young and aged conditions. For **a** and **b**, * indicates a significant dependence between cell cycle phase and age repartitions (*p* value < 0.05 Pearson’s chi-squared test). **c** Left panel, differentiation trajectory of HSPCs colored in accordance to their score for previously published quiescence and proliferation signatures. Right panel, comparison of the scores for the quiescence and proliferation signatures between young and aged HSPCs in pseudotime. **d** Density plot of young (orange) and aged (purple) cells along pseudotime for the T (left), NeuMast (middle), and MkEr (right) fates. Black and red dashed lines mark respectively p and pMye bifurcation points. **e** Division rate along pseudotime for young (orange) and aged (purple) HSPCs for the T (left), NeuMast (middle), and MkEr (right) fates. On *x*-axis, pseudotime was cut into 50 bins and a division rate is calculated for each bin, by dividing the number of young (*resp*. aged) cells assigned to G2M phase by the total number of young (*resp*. aged) cells of the bin. Black and red stretched lines mark p and pMye pseudotime bifurcation point respectively. **f** Stacked plot of predicted cell types along pseudotime cut into 50 bins for young (upper part of the plots) and aged (lower part of the plots), for the L (left), NeuMast (middle) and MkEr (right) fates. Black and red stretched lines mark p and pMye bifurcation point pseudotime respectively. **g** Smoothed gene expression along pseudotime of selected markers for young (upper panel) and aged (lower panel) HSPCs. Points represent cells, which are colored according to their belonging to the 5 different states (1 gray, 2 yellow, 3 green, 4 orange and 5 blue). The *y*-axis is in log scale. * indicates significant differences in gene expression between young and aged cells (*p* value < 0.05) and star color indicates the state where the difference is found

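Along pseudotime the quiescence list (398 of 721 genes matched) fell with a rank correlation of -0.446 and the proliferation list (372 of 617) rose with 0.69. The quiescence score was 0.0912, 0.0424 and 0.0591 in the root segment, segment 2 and segment 3, and the proliferation score was 0.308, 0.477 and 0.409.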

Positioning quiescent versus proliferative cells along the trajectories showed that quiescent cells were at the departure of the trajectory while proliferating cells were towards the differentiated states (Fig. 6c, left panel). Comparison of the quiescence and proliferation signatures between young and aged HSPCs showed a quiescence gain in the aged condition in the first part of the trajectory (states 1, 2 and 3) while the proliferation signature remained unchanged (Fig. 6c, right panel and Additional file 11: Table S10A).

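The quiescence score was higher in aged cells by 0.0223 and 0.0189 on platforms A and B in the root segment, by 0.00949 and 0.0137 in segment 2 and by 0.00145 and 0.00168 in segment 3 (exact permutation p = 0.667 in each, 4 pools). The root segment mean of 0.0206 ranged from 0.00753 to 0.0337 with 1 pool left out. The proliferation score changed by -0.0269 and -0.0126 in the root segment, by -0.0190 and -0.0155 in segment 2 and by -0.00588 and 0.0330 in segment 3. In the root segment the mean proliferation difference of -0.0198 turned to 0.00196 without young pool B and 0.00913 without aged pool A.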

Next, we addressed the question of cell cycle and its influence on HSPC aging. We first looked at the distribution of young and aged HSPCs along the trajectory, analyzing T, NeuMast, and MkEr fates separately (Fig. 6d). 

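**Figure D2:**
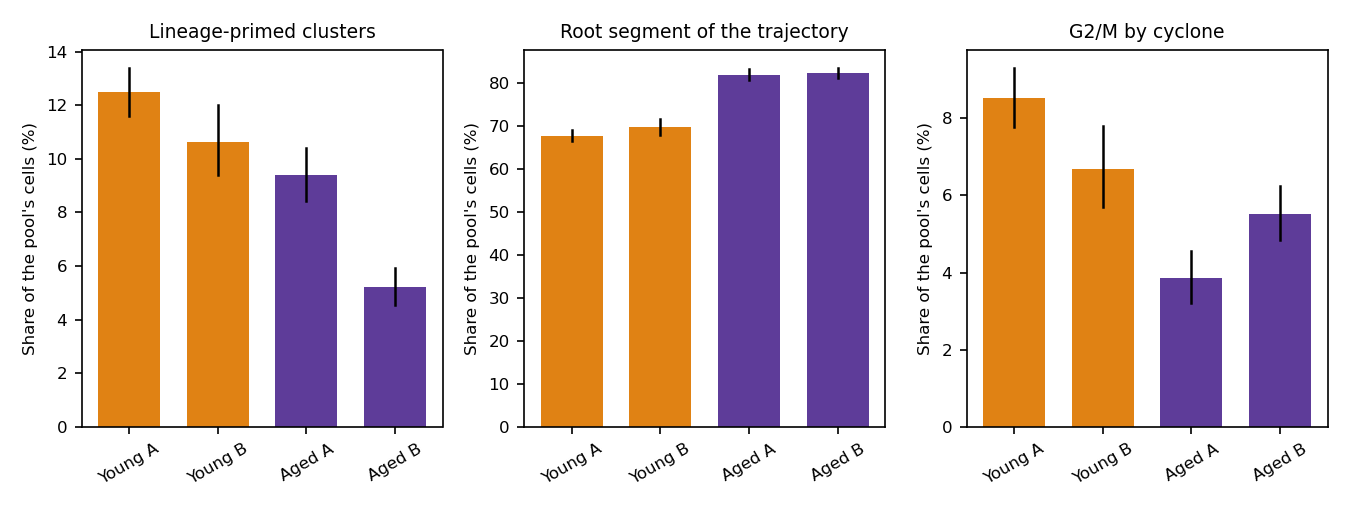
Shares of cells per pool in primed clusters (clustering without age-changed genes), in the root segment and in G2/M by cyclone, with exact 95% intervals for counting error only. Young pools in orange, aged pools in purple.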

Doing so, we confirmed the accumulation of aged HSPCs in state 1 before the first bifurcation point p and the decrease of aged cells in the differentiated states 2, 4, and 5 (Fig. 6d). To associate cell-cycle status and cell accumulation, we performed high-resolution analysis of HSC cell cycle along the trajectory by plotting the ratio of dividing cells on pseudotime bins for young and aged cells in Lymphoid, NeuMast, and MkEr fates separately (Fig. 6e). This highlighted a dramatic loss of dividing cells in aged condition in state 1 with the exception of cells located at the very beginning of the trajectory (Fig. 6e). 

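In the root segment, G2/M calls made up 4.15% and 4.08% of cells in young pools A and B and 1.99% and 2.69% in aged pools A and B, a mean fall of 1.77 points, and of 1.64 points with cells thinned to 3000 UMIs. Of 31 root bins with at least 20 cells of each age, the aged share was lower in 16, higher in 9 and equal in 6. Seurat phase scoring moved this most, with 26 lower, 2 higher and 3 equal. In the earliest of 3 equal parts of the root segment, the G2/M share was 2.18% and 3.99% in young pools and 3.23% and 2.3% in aged pools, higher on platform A and lower on platform B. With Seurat phase scoring the aged minus young difference was -2.82 and -1.19 points on platforms A and B. From the division rate, the paper concludes that dividing cells are lost in aged state 1 away from its very start.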

We hypothesized that these dividing cells (that are LTHSCs and belong to np3 cluster) represent cell-cycle activity of self-renewing LTHSCs. Interestingly, we found no difference in cell cycle phase proportion between these young and aged LTHSCs (*p* value > 0.3 Pearson’s chi-squared test; Additional file 1: Fig. S12), suggesting a conservation of self-renewal potential in aged HSCs. By opposition, the absence of cell cycle activity of aged HSPCs later in state 1, which may represent cell cycle activity linked to differentiation, underlines a default in cell division of aged HSPCs associated to differentiation (Fig. 6e). 

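In the middle part of the root segment, G2/M calls made up 0.531% and 0.41% of cells in young pools A and B and 0.416% and 0.776% in aged pools A and B, lower with age on platform A and higher on platform B. In the last part they made up 9.01% and 7.56% against 2.57% and 5.71%, lower with age on both. With Seurat phase scoring the aged minus young difference on platforms A and B was -2.04 and -0.281 points in the middle part and -7.93 and -2.41 points in the last part, so the direction in the middle part depended on the caller.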

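In segment 2 the G2/M share was 19.6% and 14.8% in young pools A and B and 14.2% and 20.8% in aged pools A and B, and in segment 3 it was 14.2% and 8.45% against 9.13% and 10.7%. In both segments the aged share was lower on platform A and higher on platform B. The mean difference of 0.347 points in segment 2 turned to -2.08 without young pool B and -2.93 without aged pool B, and that of -1.37 in segment 3 turned to 1.49 without young pool A and 1.39 with Seurat phase scoring. With cells thinned to 3000 UMIs the mean differences were -1.3 points in segment 2 and -0.145 in segment 3.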

Division rate of aged HSPCs became positive after the first bifurcation and was similar to what we observed in young HSPCs (Fig. 6e), with the exception of a decrease in aged cycling cells in state 4 (towards NeuMast fate) suggesting a default of cell cycle in aged Neu-primed HSPCs. Visualization of the distribution of the different HSPC subsets confirmed the accumulation of aged LTHSCs at the expense of the STHSCs and revealed a dramatic loss of NeuMast-primed cells upon aging (Fig. 6f).

We extracted from our DEG analyses with aging (Additional file 11: Table S10B) DEGs involved in proliferation, differentiation, and cell cycle and analyzed their expression profile in young and aged cells along the trajectory. 

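In the root segment Ccnb1 was at 31.6 and 25.2 CPM in young pools A and B, Mki67 at 18.9 and 11.8 CPM and Cd48 at 26.2 and 26.0 CPM. In segment 2 they reached 56.4 and 45.3, 93.8 and 78.8, and 93.8 and 96.2 CPM, and in segment 3 they stood at 59.0 and 36.0, 45.6 and 25.3, and 252.8 and 227.9 CPM.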

We observed a pronounced increase in expression of the two proliferation-division genes, *Ccnb1* and *Mki67*, in young HSPCs that was occurring in state 1 concomitant to the increase of the marker of differentiation *Cd48* (Fig. 6g). 

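In aged pools A and B the root segment held Ccnb1 at 13.8 and 15.0 CPM, Mki67 at 7.42 and 10.6 CPM and Cd48 at 4.12 and 1.1 CPM. In segment 2 these were 68.4 and 65.5, 86.5 and 100.7, and 53.5 and 15.9 CPM, and in segment 3 they were 55.7 and 49.6, 31.1 and 48.8, and 269.1 and 196.0 CPM. Over whole pools Ccnb1 (ENSMUSG00000041431, chromosome 13 from 100778650 to 100786570) changed by a log2 fold change of -0.59 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.252) and Mki67 (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361) by -0.68 (adjusted p = 0.320, edgeR), both lower with age on each platform. Gene changes within segments were not tested.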

In aged cells, increase in the expression of these three genes was also detected but was delayed until the branching point pMye suggesting a delay in the commitment of aged HSPCs. To grasp molecular mechanism(s) that could be involved in this delay, we compared cell cycle inhibitor expression across young and aged HSPC trajectories. 

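In the root segment Cdkn1a was at 5.34 and 5.97 CPM in young pools A and B and 66.1 and 14.3 CPM in aged pools A and B. In segment 2 it was at 9.02 and 13.7 against 39.5 and 24.6 CPM, and in segment 3 at 12.5 and 21.9 against 27.2 and 13.9 CPM, where it was lower with age on platform B. Cdkn2c was at 14.4 and 13.4 against 48.6 and 37.3 CPM in the root segment, at 46.6 and 12.1 against 80.9 and 32.6 CPM in segment 2 and at 32.3 and 15.8 against 55.7 and 31.8 CPM in segment 3.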

*Cdkn1a* and *Cdkn2c* were upregulated along the aged trajectory (except in state 4 for *Cdkn2c*) especially in the first part of the trajectory (states 1, 2, and 3) in comparison to young one. By contrast, *Cdkn1b* was downregulated in states 1 and 2 of the aged trajectory (Fig. 6g and Supplemental Table S10B). 

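Cdkn1b was at 25.1 and 21.2 CPM in young pools A and B and 19.7 and 15.6 CPM in aged pools A and B in the root segment and at 27.1 and 18.6 against 11.9 and 14.7 CPM in segment 3, lower with age on both platforms. In segment 2 it was at 17.5 and 13.7 against 15.5 and 14.8 CPM, lower on platform A and higher on platform B. Over whole pools Cdkn1b (ENSMUSG00000003031, chromosome 6 from 134920401 to 134925513) changed by a log2 fold change of -0.35 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.433) and was not called.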

The change in expression with aging of the three cell cycle inhibitors known to control HSC fate indicates deregulation of cell cycle phases in aged HSCs. It is interesting to note that *Cdkn1a* was found to be a target of Stat1, Jun, and Junb which are themselves targets of the Klf6 regulon (Additional file 10: Table S9A), four regulons whose activities increased with aging in the same range of pseudotime as changes in the level of *Cdkn1a* expression (Figs. 6g and 5b).

Together, these results suggest that aged HSCs have a default in cell cycle, concomitant to a delay in their differentiation program, which occurs before the lineage priming of the HSPCs.

## Discussion

In this study, we questioned the effect of aging on the heterogeneity of HSCs and their properties using scRNA-seq, which provides a powerful method for defining cell subtypes as well as a detailed description of the functional properties specific to these subtypes [42].

At first, the large number of cells analyzed provided us new insights of HSPC heterogeneity, through the identification of 15 distinct HSPC clusters that we divided in two categories, the non-primed clusters by opposition to the lineage-primed clusters composed of low-abundant HSPCs with restricted lineage potential. We identified distinct lineage-primed HSPCs such as HSPCs with mastocytes, neutrophils, erythrocytes, and lymphoid-restricted lineage signatures in addition to the previously reported Mk-restricted HSPCs [8, 11, 27]. The lineage potentials of HSPCs detected in this study, which favors an early HSPC uni-lineage segregation [11, 43], may be the result of our cell cycle correction that diminish cell cycle gene expression noise, a dominant source of transcriptional heterogeneity in the HSC compartment [44]. Our pseudotemporal reconstruction of differentiation trajectories together with our clustering and transcriptional activity analyses highlighted a clear separation in the fates of specific lineage-primed HSPCs and clearly characterized two bifurcation points, revealing three distinct HSPC fates towards Lymphocyte, Neu/Mast, or Mk/Er lineages. In addition, our analysis showed that lineage priming of HSPCs is not delineate by a specific HSPC subset such as LTHSC, STHSC, MPP2, and MPP3 in any instance. Although we showed that Neu priming is clearly stemming from MPP3 and Er priming from MPP2, lineage priming could also arise from a combination of HSPC subsets. This is the case for Mk priming which stems from LTHSC and MPP2 subsets, in line with previous studies [11, 23]. It is also the case for B and T lymphoid potential found in the four subsets of HSPCs, suggesting a lymphoid-priming occurring earlier in the BM and not restricted to the more engaged Flt3-positive MPP4 as previously reported [45]. The fact that we detected lineage primed cells in the very early subset of HSPCs goes in line with a previous studies showing the existence of four distinct and closely related stages of self-renewing LTHSCs in adult BM that stably adopt lineage-restricted fates (platelet, B and T lymphoid, erythroid, and myeloid lineages) despite remaining multipotent [46]. In addition, we were able to distinguish subtle differences in the LT-HSC compartment. Our study delineates a discrete hierarchy of differentiation within the LTHSCs, thanks to the pseudotime and cluster characterization, which posits the np2 cluster as being the most immature one.

If the accumulation of very immature HSCs in the BM of aged individuals is now an accepted criterion of hematopoietic aging, we still do not fully understand what are the characteristics of these aged HSCs and what causes them to accumulate. By looking at the transcriptomic changes at the single cell scale, we confirmed the global increase of the LTHSC fraction within the HSPCs. However, by analyzing our aged HSPCs by clusters or individually, we could demonstrate that HSPCs are not affected uniformly by aging and grasp some interesting aging feature. At first, we showed that the proportion of aged HSPCs in pMast, pNeu pEr, and pL1-primed clusters was decreased while increased in ifn, tgf, np1, and np2 clusters. In addition, young and aged cells were found in the expected ratio in the pMk cluster. This clearly indicates that the platelet and myeloid bias observed upon aging [23] is not due to an amplification of the pool of lineage-primed HSPCs but stem from other HSPC subsets. Secondly, we highlighted some specific amplification of LTHSCs such as LTHSCs with miss-regulated interferon signaling (ifn cluster). As the increase in interferon response with aging in a number of different tissues has been observed [47] and is consistent with the concept of inflammaging [48], this amplification could afford for the myeloid bias observed in aging. Another interesting HSC group that we detected amplified during aging was the cluster of LTHSCs presenting a Tgf signature that may correspond to the accumulation of the HSC subtypes with differential responses to Tgf that was previously identified [49]. These two types of aged HSCs need to be further analyzed but considering their characteristics, it is tempting to hypothesize that their proportion was increased under stress selection pressures to compensate for the loss of mature cell production that occurs upon aging. Moreover, cluster amplification during aging has not been observed in the same way in our different animals, this is particularly true for the amplification of HSCs marked for Tgf, driven by a batch of aged mice. This heterogeneity of aging might witness the emergence of competitive clones that amplify during aging and fit quite well with the clonal hematopoiesis model. In another perspective, the apparition of the pL2-primed cluster that we observed quasi exclusively in the aged BM might also represent clonal evolution. Since this cluster was characterized with the expression of *Trp53inp1*, a gene limiting B-lymphoid differentiation upon aging, it could correspond to an accumulation of aged HSPCs altered in their lymphoid differentiation [28] but resulting for a pressure of immune deficiency.

Pseudotime trajectory analysis led us to address the question concerning the differentiation state of aged LTHSCs, which were thought to accumulate in a more undifferentiated state compared to young LTHSCs [24]. First, the outcome of our analyses is in favor of no difference in term of differentiation state between young and aged LTHSCs as when plotted together along the trajectory the most immature aged cells were not positioned at an anterior pseudotime compared to the young ones. Second, our results support that aged LTHSCs are delayed in their differentiation journey in comparison to young ones and that this delay occurs pretty early in the pseudotime, before the first bifurcation point that splits lymphoid fate from myeloid fate. This was clearly emphasized by our regulon activity analysis of transcription factors such as Myc, Trp53, or Spi1 that were previously described involved in multipotency and commitment of HSCs [50] and for which we could observe a delay in their activity along the differentiation trajectory.

Thus, the aged HSCs are not more undifferentiated than the young ones but seem to have intrinsic defaults that would delay their commitment. This finding is interesting when putting in perspective what causes the accumulation of LTHSCs. Increase of LTHSCs with aging could originate from an increase in the self-renewal rate of HSCs or/and from a blockade or at least a slowdown of the LTHSCs along their differentiation journey. It was also hypothesized that label-retaining HSCs (LR-HSCs), which divide minimally over time, accumulate in aged BM after completing four traceable symmetric self-renewal divisions to expand its size before entering a state of dormancy [51]. Although we could not directly address the question of self-renewal, we can argue based on our regulon and cell cycle analyses that aged LTHSCs have kept their capacity to self-renew and have not reached a state of complete dormancy but have reduced their proliferation linked to differentiation. Interestingly, we could associate this reduced and age-related proliferation/differentiation potential to a high level of Mycn activity, known to contribute to the stemness and self-renewal of different stem cells [52] and a high level of Gfi1b activity known to promote self-renewal of HSCs [53].

One interesting outcome of our analysis is the link between the delay in differentiation and cell cycle activity changes of aged HSPCs. We deduced from our computational cell cycle classification that lineage-primed HSPCs were less in G1/G0 than the non-primed LTHSCs. This observation is fully consistent with current knowledge that the most undifferentiated HSCs reside in the G0 phase and cycle infrequently and that cell cycle overall becomes more frequent as HSCs are gradually committed [41, 54]. In addition, we detected an increase in HSCs in G1/G0 phases in older BMs and an increase in older LTHSCs in G1/G0 phases compared to younger LTHSCs, which reflects the decrease in cell cycle activity of older HSCs when considered as a whole [55]. Finally, when calculating a division rate per cells and studying division gene expression along the trajectory, we could detect a loss of aged dividing HSPCs located before the first bifurcation of the differentiation trajectory. These cells partially overlap in our trajectory with the div cluster, marked by genes related to asymmetric division such as *gpsm2*, *Ragcap*, and *Ccnb1* [56, 57], suggesting that the delay in differentiation could be linked to an altered capacity of aged HSPCs to divide asymmetrically. In addition, gene expression of cell cycle inhibitors clearly shows that HSPCs in the first part of the trajectory have increased expression in *Cdkn1a* and *Cdkn2c*, promoters of quiescence but a reduction in *Cdkn1b* activation, which promotes commitment [58]. Interestingly, our analysis pointed out *Cdkn1a* as a direct target of Junb, itself target of Klf6. As the activation of *Cdkn1a* by Junb has been previously described to limit hematopoietic stem cell proliferation [59] and as Klf6 is a key factor in Tgfbeta signaling pathway [60, 61], our work unveils an interesting pathway controlled by the cytokine Tgfbeta involving Klf6 as a key regulon and *Cdkn1a* as a cell cycle regulator that is enhanced upon aging, endorses quiescence, and limits HSC differentiation.

## Conclusions

Our single-cell transcriptome-based identification of cell identity and its modifications associated with aging provides new information on cellular heterogeneity and intrinsic changes that will be useful for future investigation of the role of other regulators on the aged HSC phenotype.

## Methods

### Mouse model and cell sorting

C57BL/6-CD45.2 mice were purchased from Charles River Laboratories and were aged at the CRCM animal facility under specific pathogen-free conditions and handled in accordance with the French Guidelines for animal handling (Agreement #02294.01). Only males were analyzed, at 2–3 months (young) and 17–18 months (aged) of age. HSPCs were collected from the BM of 5 young and 5 aged mice over 2 independent batches with cells from 2 pooled young (Young_A sample) and 3 pooled aged (Old_A sample) mice for one batch, and cells from 3 pooled young (Young_B sample) and 2 pooled aged (Old_B sample) mice for the other one (Supplemental Table S1). For each sample, the BM was lineage depleted by using the Lineage Cell Depletion Kit (Miltenyi Biotec) and labeled with the following antibody cocktail: anti CD45.2, anti Sca-1, anti-cKit, anti CD150, anti Cd48, anti Cd34, and anti Flt3 antibodies (Additional file 12: Table S11) to purify Lin-Sca1+cKit+ Flt3 cells (HSPCs) by multi-parameter fluorescence-activated cell sorting (FACS) on a FACSAriaII (SpecialOrderResearch Products; BD Biosciences). Flow cytometry analyses were performed using a BD-LSRII cytometer and analyzed using BD-DIVA Version 6.1.2 software (Special Order Research Products; BD Biosciences).

### Single cell RNA-seq and data processing

We used the 10x genomics platform from two facilities: HalioDX for samples Young_A and Old_A (Marseille, France) and TGML for samples Young_B and Old_B (Marseille, France). In both facilities, FACS purified HSPCs were loaded 30 min after the sorting onto a Chromium Single Cell Chip and processed with the Chromium Controller (10x Genomics) according to the manufacturer’s instructions for single cell barcoding at a target capture rate of 4000 individual cells per sample. Libraries were prepared using Chromium Single-Cell 3′ Reagent Kits v2 (10x Genomics) and were sequenced using an Illumina NextSeq500 sequencer to an average depth of about 45,000 reads per cell for Young_A and Old_B samples and about 130,000 reads per cell for Old_A and Young_B samples. Cell ranger software v2.2 was used to align reads to the (GRCm38) mm10 mouse reference genome. Cell counts and transcript detection rates are summarized in Supplemental Table S1.

### Quality control and data normalization

Cells outside 2 standard deviations (SDs) from the mean UMI log-counts were filtered out for each sample to discard poor quality cells and doublets. In total, 7433 young and 7482 aged cells were kept. For each dataset (our four samples and the Rodriguez-Fraticelli dataset), genes with no UMI count in more than 0.5% of the cells were discarded. All gathering, 17,513 genes were kept. Then, UMI counts were normalized with the NormalizeData Seurat function. For each cell, we considered the log transformation of the ratio of UMI counts per gene by the total UMI counts of the cell, multiply by a scaling factor of 10,000 (log (10,000(UMI_gene_/UMI_cell_) + 1)).

### Cell cycle phase classification

Prediction of cell cycle phase for each cell was made with the cyclone [62], which relies on a pre-defined classifier for cell division constructed from a training dataset of synchronized mouse embryonic stem cells [63]. For each cell, a score based on raw count data before gene filtering was computed for each phase (G2/M, S and G1) and used to assign a phase to the cells. As quiescent HSCs are closer transcriptionally to G1 than S or G2/M cells of the cyclone training dataset, we classified them with the cyclone G1 cells and named this category G1/G0.

### HSPC subtype assignment

In order to assign known FACS cell identity in our HSPC pool, we used CaSTLe (Classification of single cells by transfer learning), a supervised classification method consisting in labeling cells in a scRNA-seq experiment, using knowledge learnt from other experiments on similar subtypes [64]. We chose as source dataset a published scRNA-seq dataset obtained from FACS isolated HSPCs [11]. Cells from this data set (approximately 2000/per type) were divided into 4 subsets: the LTHSC (Lin- Sca1^+^ Kit^+^ Flt3^−^ Cd150^+^ Cd48^−^), the STHSC (Lin- Sca1^+^ Kit^+^ Flt3^−^ Cd150^−^ Cd48^−^), the MPP2s (Lin- Sca1^+^ Kit^+^ Flt3^−^ Cd150^+^ Cd48^+^), and the MPP3 (Lin- Sca1^+^ Kit^+^ Flt3^−^ Cd150^−^ Cd48^+^). HscScores were computed as previously described [35].

### Dataset integration, data scaling, and cell cycle regression

To minimize batch effect between datasets, we integrated our 4 sample datasets (Young_A, Young_B, Old_A, Old_B) following the procedure of Seurat 3 [25]. Integration was done also for young and aged conditions separately. Briefly, the highly variable genes for each dataset were selected with the FindVariableFeatures function (selection.method =“vst”) and ranked according to the number of datasets in which they were independently identified as highly variable. The top highly variable 2000 genes were thus integrated by iteratively merging pairs of datasets according to a given distance. Integration anchors, representing two cells that are predicted to originate from a common biological state in both datasets using a Canonical Correlation Analysis (CCA), were done using the FindIntegrationAnchors function (dims=1:15). Then, the expression of the target dataset was corrected using the difference in expression between the two expression vectors for each pair of anchor cells. This step was realized using IntegrateData function (dims=1:15). This process resulted in an expression matrix that contains the batch-effect-corrected expression for the 2000 selected genes of the cells from the 4 samples.

Standardized (i.e., centered and reduced) expression values with cell to cell variations due to cell cycle effect regressed were obtained with the ScaleData function of Seurat using the G2/M, S and G1/G0 scores previously computed for each cell by cyclone for the var.to.regress argument (cf Cell cycle phase classification**)**.

### Dimension reduction and clustering

A PCA was performed on the scaled data using RunPCA Seurat function (npc = 40). The 15 first principal components of the PCA were kept for nonlinear dimension reduction and cell clustering. Uniform Manifold Approximation and Projection (UMAP), [26], a nonlinear dimension reduction method, was run using RunUMAP Seurat function package in order to embed cells in a 2-dimensional space. A K-nearest neighbor graph (KNN) based on the Euclidean distance in PCA space was constructed (*k* = 20) to cluster the cells with the Louvain algorithm (resolution = 0.5) using the FindNeighbors and FindClusters Seurat functions respectively.

### Pseudotime ordering

Unsupervised ordering of the HSPCs was done with the Seurat 3 integrated results as input to build a tree like differentiation trajectory using the DDRTree algorithm of the R package Monocle v2 [31]. Integrated data from (i) all samples (young and aged) excluding the primed pL2 cluster cells, (ii) young cells only, or (iii) aged cells only were processed with Monocle. For the three pseudotime ordering analyses (all cells, young only, and aged only), the 2000 gene expression matrix, scaled and regressed for cell cycle effect (see *Data scaling and cell cycle regression*) issued from the Seurat 3 integrated samples was loaded into Monocle using the newCellDataSet function (lowerDetectionLimit = 0.1, expressionFamily = uninormal()). The 2000 genes were set as ordering genes and trajectory building was made by calling the reduceDimension Monocle function (max_components = 2, reduction_method = ‘DDRTree’, norm_method = “none”, pseudo_expr =0). For each of the three trajectories, the root state was identified by selecting the Monocle state with the highest proportion of LTHSC predicted subtype (Fig. 4b; Additional file 1: Fig. S6B) in order to compute pseudotime values for the cells using the orderCells Monocle function. Expression of some genes as a function of pseudotime (Fig. 6g) was plotted with the plot_gene_expression Monocle function (using the Monocle normalization method with the estimateSizeFactor Monocle function).

### Differential gene expression analyses

Specific markers for each cluster (Additional file 3: Table S2) and for each Monocle state (Additional file 9: Table S8B & C) were identified using FindAllMarkers Seurat function, with default parameters on log-normalized data without any cell cycle correction. Genes significantly overexpressed in one cluster/state versus all the others (positive markers) were tested with Wilcoxon rank sum tests on the log-normalized data of the given cluster against all the others. To further characterize state 2, which shared 72% of its markers with state 4, we identified DEGs between the two states using FindMarkers Seurat function (Additional file 9: Table S8C). Only genes expressed in at least 10% of the cells in either of the two groups (min.pct = 0.1) and with a log fold change threshold of 0.25 (logfc.threshold = 0.25) were tested. A *p*-adjusted value (Bonferroni correction) threshold of 0.05 was applied to filter out non-significant markers.

Aging markers for the global population were obtained with the FindConservedMarkers Seurat function (min.pct = 0.1, logfc.threshold = 0) using the sequencing platform as grouping variable to minimize batch effect (Young_A, Old_A were processed on HalioDx platform and Young_B, Old_B on TGML platform). The Wilcoxon rank-sum test was performed on the log-normalized data between all young versus all aged cells (Additional file 6: Table S5) from each batch separately and the two *p* values for each gene were combined using the Tipett’s method. Genes presenting an opposite variation between the 2 batches were filtered out.

Aging markers for each cluster (Additional file 7: Table S6) and for each Monocle state (Additional file 11: Table S10B) were obtained with the same method by looking at the difference cluster per cluster and state per state (min.pct = 0.1, logfc.threshold = 0.25 for each cluster and min.pct = 0, logfc.threshold = 0 for each state). No tests were performed in the pL2 cluster cells because it contained less than 3 cells in one young pool. From these results, for each cluster and each state only significant aging markers (combined *p* value < 0.05 and same direction of variation in the 2 batches) were kept.

Among these markers the highly variable ones (average log fold change > 0.5 with aging in at least one cluster in both batches) were selected to generate heatmap for all clusters with primed clusters gathered (Fig. 3a) and for primed clusters only (Additional file 1: Fig. S4) by adapting the DoHeatmap Seurat function. Genes (raw) were ordered using hclust R function on standardized aging gene expression of the subset. Euclidian distance and unweighted pair group method with arithmetic mean (UPGMA) were used. Up- and downregulated genes with aging were ordered separately.

Volcano plots for the global aging markers were drawn (Additional file 1: Fig. S3) with EnhancedVolcano function from the R package of the same name [65].

### Gene set enrichment analysis

To characterize the identified clusters with Seurat, we performed gene set enrichment analysis on cluster markers with g:Profiler v0.6.7 [66] with default arguments except for background set to all genes expressed in the whole dataset (i.e., genes that passed filtering during quality control). We tested enrichments in GO terms (GO:BP, GO:MF, GO:CC) as well as in terms from KEGG, REAC, TF, MI, CORUM, HP, HPA, and OMIM databases (Fig. 1c and Additional file 4: Table S3). Cluster markers were also tested for enrichment in previously published gene set signatures related to HSPCs (Additional file 13: Table S12). Signatures tested were Bcell_Chambers, Diff_Chambers, Gran_Chambers, HSC_Chambers, Lymph_Chambers, Mono_Chambers, Mye_Chambers, NK_Chambers, NaiveT_Chambers, and Ner_Chambers [32], lineage priming of HSC signatures C1, C2, C3, Mk, Er, Ba, Neu, Mo, Mo2, preDC, preB and preT [11], and HSCs and aging signatures Mm_HSC_Runx1_Wu, Mm_HSC_Tcf7_Wu [67], Mm_LT_HSC_Venezia, Mm_Proliferation_Venezia, Mm_Quiescence_Venezia [68], Polarity_factors_Ting, Novel_HSC_regul_polar_Ting [57], HSC aging Svendsen [30] and MGA-MEP [34]. Cluster marker enrichment for the different signatures in comparison to all dataset genes was tested using a hypergeometric test (phyper R function). To perform enrichment analysis of aging markers with a consistent gene number, we gathered the overexpressed (resp. underexpressed) markers from at least one cluster and used gprofiler as describe above (Additional file 8: Table S7A & B). Expression scores of the signatures or of selected aging features from the enrichment analysis were calculated for each individual cell using the AddModuleScore Seurat function (on log-normalized data) with default parameters, using as input the genes of the signatures or the aging markers annotated for the selected features. The Svendsen signature score was computed in the same way taking the aging markers common to our study and those of Svendsen’s re-analysis [30].

### Differential signature score analysis

Signature markers of Monocle state were tested in the same way as gene state markers (see above) using FindAllMarkers (min.pct = 0, logfc.threshold = 0) with Student’s *t* tests. Only signatures with an average score differences above 0.015 between one state and all were kept. A *p*-adjusted value (Bonferroni correction) threshold of 0.05 was applied to filter out non-significant differences.

Signature score differences with aging in each state were tested in the same way as the aging markers per clusters (see above) using the FindConservedMarkers Seurat function (sequencing platform as grouping variable, min.pct and logfc.threshold set to 0) with Student’s *t* tests. For each Monocle state, only average score differences of same sign and above 0.015 in the two batches presenting a combined *p* value < 0.05 were kept (Additional file 9: Table S8A).

The selected aging features expression score differences with aging in each cluster were tested in the same way as the aging markers per clusters (see above) using the FindConservedMarkers Seurat function (sequencing platform as grouping variable, min.pct and logfc.threshold set to 0) with Student’s *t* tests (Additional file 8: Table S7C). For each cluster, only average score differences of same sign and above 0.1 in the two batches presenting a combined p value < 0.05 are considered as significant (Fig. 3b). No tests were performed in the primed B cells clusters because it contained less than 3 cells in one young pool.

### Regulon analysis

pySCENIC (1.10.0) was used with its command line implementation [38]. The raw expression matrix for the cells of all samples was filtered, by keeping genes with a total expression greater than 2*0.01*(number of cell). 10,698 genes passed the filtering. pyscenic grn command was used with grnboos2 method and default options and a fixed seed to derive co-expression modules between transcription factors and potential targets. We used as input all the markers of the Seurat clusters for which a transcription factor binding motif was available in the motifs-v9-nr.mgi-m0.001-o0.0 database provided by Scenic, plus several TFs involved in early hematopoiesis, Spi1, Tal1, Zfpm1, Cbfa2t3, Erg, Fli1, Gata1, Gata2, Hhex, Runx1, Smad6 [69], Gfi1b [70], and Zbtb16 [71]. The obtained modules were refined by pruning targets that did not have an enrichment for a corresponding motif of the TF with pyscenic ctx command with –maskdropouts option using the motif database motifs-v9-nr.mgi-m0.001-o0.0 and the cis-target database mm9-tss-centered-10 kb-7species.mc9nr. Only positive regulons (i.e., those with a positive correlation between the TF and its targets) were kept for downstream analysis (Additional file 10: Table S9A). AUCell scores (regulon activities) in each cell were computed with pycenic aucell command (default options). To be noted that number of target genes was highly variable from a regulon to another (Additional file 1: Fig. S9).

For young and aged HSPCs, two heatmaps of regulon activity scores, along pseudotime, were made in order to analyze transcriptional activity at the two bifurcation points for both ages. See Additional file 10; Supplementary methods for detailed regulons heatmaps construction.

### Analysis of HSPC subtypes and cell cycle phases in the differentiation trajectory depending on age

Cell density (Fig. 6d), division rate (Fig. 6e), and stacked plot of HSPC subtypes (Fig. 6f) were computed and plotted along pseudotime at each age for the 3 HSPC fates: the lymphoid (Monocle states 1 and 2), the Mastocytes/Neutrophils (Monocle states 1, 3, and 4), and the Megakaryocytes/Erythrocytes (Monocle states 1, 3, and 5). For division rate and stacked plot of HSPC subtypes, pseudotime was cut into 50 bins. For each age, in each pseudotime bin, division rate was computed as the ratio of the number of cells with a G2/M phase assigned to the total number of cells in the bin.

### Statistics

Statistics were computed with R software v3.5.1. The statistical tests for gene expression and signature or regulon activity scores were performed with Seurat and are detailed above. In each cluster and in non-primed/primed clusters gathered, the enrichment of age was tested using a hypergeometric test (phyper R function Fig. 2b). Chi^2^ tests (chisq.test R function) were performed to test independence between cell cycle phase and age, in all cells (Fig. 6a) and in each HSPC subtype separately (Fig. 6b), and in the cells at the departure of the trajectory (Pseudotime < 2, Additional file 11: Fig. S10) and to test independence between Monocle state and age in all Monocle states (Fig. 4i) and in the states 2, 3, and 5 only (Fig. 4j). Fisher’s exact test (fisher.test R function) was performed to test independence between Monocle state and age in each Seurat cluster (Additional file 9: Supplemental Fig. S8B). Wilcoxon rank-sum test was used to test for median difference between pseudotime value distributions of young and aged cells (Fig. 4h). In each cluster, a linear regression was computed between the average log fold change (in the cluster) and the global (in all cells) average log fold change of the aging markers recovered in the cluster (lm R function Additional file 6: Supplemental Fig. S5). Smooth curves of module score expression in pseudotime through the different fates for young and aged cells were drawn for quiescence and proliferation signature (Fig. 6c) using the geom_smooth function ggplot2 R package [72] with the gam function of mgcv R package [73].

## Supplementary Information

**Additional file 1.** **Supplementary Methods.**

**Additional file 2: Table S1.**

**Additional file 3: Table S2.**

**Additional file 4: Table S3.**

**Additional file 5: Table S4.**

**Additional file 6: Table S5.**

**Additional file 7: Table S6.**

**Additional file 8: Table S7.**

**Additional file 9: Table S8.**

**Additional file 10: Table S9.**

**Additional file 11: Table S10.**

**Additional file 12: Table S11.**

**Additional file 13: Table S12.**

## Data Availability

The single-cell RNA-seq data generated here are available in the Gene Expression Omnibus database under accession code GSE147729 [74]**.** All R and python codes used for data analysis are integrated in a global snakemake workflow available at: https://gitcrcm.marseille.inserm.fr/herault/scHSC_herault [75].

# Supplementary material for: Single-cell RNA-seq reveals a concomitant delay in differentiation and cell cycle of aged hematopoietic stem cells
**Source:** BMC Biol. 2021 Feb 1;19:19. doi: 10.1186/s12915-021-00955-z
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Methods.

## ADDITIONAL FILE 1

### SUPPLEMENTARY METHODS

#### **Regulon heatmaps**

The first heatmaps measured the regulon activity from the departure of the trajectory (state 1) towards the ends of Monocle state 2 and Monocle state 3 (Figure 5a). The second ones measured the regulon activity from the departure of the trajectory (excluding state 2) towards Monocle state 4 and Monocle state 5 extremities (Figure 5b). Thus, each heatmap displays one bifurcation point and two paths. First, for each path at each age, a generalized linear model is fitted to the activity scores of each regulon as a function of pseudotime using the gam function of mgcv R package (1). Pseudotime is cut into 100 bins of equal length. For each bin and for each regulon the mean of the regulon activity score on all cells belonging to the bin is computed. The resulted matrix with data from the two paths for the two ages was scaled and regulons were hierarchically clustered on the young data subset thanks to the hclust R function using Euclidian distance and ward.D2 clustering method (4 clusters for the first and the second heatmaps). The regulon order obtained was then used to build the final heatmap on all the data with the pheatmap of pheatmap R package (2). Regulon markers of monocle states were tested in the same way as gene state markers (see above) with their AUCell scores using FindAllMarkers Seurat function (min.pct= 0.1, logfc.threshold=0) with Wilcoxon rank sum tests. Only regulons with an average AUCell score differences above 0.002 between one state versus all the others were kept. A *p*-adjusted value (Bonferroni correction) threshold of 0.05 was applied to filter out non-significant differences.

Regulon activity differences with aging in each state were tested in the same way as the aging markers per clusters using the FindConservedMarkers Seurat function (sequencing platform as grouping variable, min.pct = 0.1 and logfc.threshold = 0) with Wilcoxon rank sum tests. For each state, only average AUCell score differences of same sign and above 0.002 in the two batches presenting a combined *p* value < 0.05 were kept (Supplementary Table 9B).

- (1) Wood, S.N., Pya, N., and Säfken, B. (2016). Smoothing Parameter and Model Selection for General Smooth Models. *Journal of the American Statistical Association* *111*, 1548-1563.
- (2) Kolde (2019). pheatmap: Pretty Heatmaps. R package version 1.0.12. (<https://CRAN.R-project.org/package=pheatmap>).

# Supplementary material for: Single-cell RNA-seq reveals a concomitant delay in differentiation and cell cycle of aged hematopoietic stem cells
**Source:** BMC Biol. 2021 Feb 1;19:19. doi: 10.1186/s12915-021-00955-z
**Supplement:** Supplementary file 12 — Additional file 12: Table S11.

| **Antibodies** | **Fluorochrome** | **Source/identifier** |
| --- | --- | --- |
| Lineage-SAV | PECF594 | BD pharmingen |
| Sca1 | PerCP-Cy5.5 | Biolegend/E11.1641.7 |
| CD117/cKit | APC-eF780 | eBioscience/288 |
| CD150 | APC | Biolegend/TC15-12F12.2 |
| CD48 | BV421 | eBioscience/HM48-1 |
| CD34 | FITC | eBioscience/Ram34 |
| CD135/Flt3 | PE | Biolegend/AF10 |
| CD45.2/Ly5.2 | AF700 | Biolegend/104 |

**Supplementary Table 11: List of antibodies used for cytometry**

How the deposited data were processed for this re-analysis (not part of the article)

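The deposited matrices hold raw UMI counts per gene and barcode for 4 pools, made by the authors with Cell Ranger v2.2 from 10x v2 libraries on GRCm38 (mm10). The annotation release is not given in the sources used here. Sample titles, source names and the authors' sample table agree on the age and platform of each pool, while the free-text descriptions of young pool B and aged pool A name the other age. Samples were mapped by the former. Within each platform letter, the deviations of young and aged pools from their age mean had a correlation of 0.572 over 13555 genes, so the letters were used as a replicate block.

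The files list 28692 genes. Cells whose log UMI count lay more than 2 standard deviations from the mean of their pool were dropped. Kept cells held a median of 2266 and 2037 genes in young pools A and B and 2288.5 and 2141 in aged pools A and B, and a median mitochondrial share of 3.07%, 2.73%, 3.34% and 3.04%. Summed counts of each pool were tested with edgeR's quasi-likelihood test (TMM scaling, filterByExpr, platform as a block) and Benjamini-Hochberg adjustment at 0.05. DESeq2 was the alternative. Classes and clusters were tested in the same way on their own sums, with at least 10 cells per pool, and the difference between classes with a class by age term and pool as a block. Cells per cluster were tested with edgeR with total cells as library size. With 1 pool left out, the age and share fits had no block. The lone pool of an age was assumed to vary like the pools of the other age. The class by age fits kept the pools as a block, with 1 pool of an age, so their calls do not test the spread between pools.

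Cells were clustered after Seurat integration on 2000 variable genes, with 40 principal components computed and 15 used, 20 neighbours and resolution 0.5. All steps ran with the Haswell kernel of OpenBLAS, because rounding differs between kernels and shifts cluster borders, and the clustering was repeated once with the Nehalem kernel. Genes seen in under 0.5% of cells were left out, and counts were scaled to 10000 per cell. Phases were called with cyclone, which is trained on other cells, and with Seurat scoring. Cells were thinned to 3000 UMIs to test depth, which left out 0, 50, 176 and 4 cells of young pools A and B and aged pools A and B. Doublets were removed in an alternative at a rate that grows with the cells of the pool, with 50 neighbours. The tree was built with a re-implementation of DDRTree in 2 dimensions, with branches of at least 1% of cells. Its root was the tip where young cells had the highest mean of the short HSC list, not of the published one. Signature scores were mean log values minus those of control genes. Regulon scores were areas under the recovery curve over the top 5% of genes of a cell. Genes of the published lists matched by symbol were 218 of 220 for Svendsen, 1081 of 1269 for HSC, 421 of 562 for MEP, 71 of 155 for myeloid and 11 of 37 for naive T cells.

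The tests, alternatives, marker lists and the rule for named genes were set before the data were examined. That rule takes the 30 genes that the paper names for an age difference, whose values in its tables had been seen, and the 5 called genes with the largest change in each direction that move the same way on both platforms. Lists of 10 plasma cell, early B cell, mature B cell and immediate-early genes were added later. Of these, 4, 4, 3 and 9 genes were seen in at least 1% of cells outside the pL2-like cluster, and 8, 0, 4 and 3 in at least 50.0% of pL2-like cells. The lists are not all disjoint.

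Each test was run on data with known changes. With 200 genes changed between ages, edgeR found 89 of 90 genes changed 4-fold and 54 of 110 changed 2-fold, with 40 false calls among 13469 genes, and DESeq2 found 84 and 26 with 17 false calls. False calls thus made up more of the calls of edgeR, and also of DESeq2, than the threshold of 0.05 allows. Counts of called genes and single calls of either should be read with this in mind. The class by age test found 181 of 200 changed genes with 33 false calls. The share test found 3 of 3 clusters changed 4-fold, with 0 false calls. Those simulated pools had no platform effect. Smaller changes were not simulated, nor were pools of an age as far apart as the tgf-like shares of 4.48% and 0.987% in aged pools. The result does not cover such shares. The tree found the 1 branch point of a simulated tree of 3000 cells and 300 genes, with a rank correlation of 0.969 with the simulated order and 94.2% of cells on the right branch.

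Cell subtypes assigned from published sorted cells, separate trees for young and aged cells and gene set enrichment were not analysed here. Of 56 regulon lists, 14 were complete in the copy used. Versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Seurat 5.3.0, scran 1.30.0, igraph 2.1.4, Matrix 1.6.5, data.table 1.17.8, RANN 2.6.2 and irlba 2.3.5.1.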

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

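The tests of pL2-like RNA alone, of RNA held by only some cells, of scaling, of genes called with equal cells, of a shift between primed clusters and the class by age fits without 1 pool, without pL2-like cells and with another linear algebra kernel were chosen only after the results were seen.

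The age difference of 230 genes differed between primed and non-primed cells in the class by age test (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05 of 12791 genes; 1302 at unadjusted p below 0.05). Of the 227 tested in each class alone, 207 changed more in non-primed and 20 in primed cells, and 114 moved in opposite directions. The count was 160 with DESeq2, 368 without the low-count filter and 192 with another linear algebra kernel. It was 379 without young pool A, 153 without young pool B, 435 without aged pool A and 387 without aged pool B, and 189, 125, 193 and 192 of these genes were among the 230 in the same direction. In data with known changes the test made 33 false calls beside 181 right ones, so some of the 230 are expected to be false.

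The larger number of non-primed cells was argued against as the whole cause. With non-primed cells drawn down to the number of primed cells in each pool, the class by age test still called 126 to 234 genes over 5 draws, 105 to 163 of them among the 230, so part of the count can depend on cell number. The median difference between the classes was 1.00 of that with all cells, which decides nothing, since cell number is not expected to move it. A shift of cells between non-primed clusters was also argued against as the whole cause. Inside 6 of 8 non-primed clusters the median age difference was nearer to that of all non-primed cells (the div-like and rep-like clusters were the exceptions). It was below that in every cluster but the ifn-like one, with 0.676 against 0.975 in numbered cluster 2 and 0.34 against 0.97 in the div-like cluster. A part from such a shift therefore stays open. A shift between primed clusters stays open. In 4 of 4 primed clusters the median was nearer to that of all primed cells, but that median is near 0 over genes that go both ways and decides nothing. Without pL2-like cells 259 genes were called, 216 of them among the 230. A biological difference in how the classes change with age stays open and was not tested further, and it was found and tested on the same data.

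The paper's text does not discuss immunoglobulin genes, although its cluster table lists several as pL2 markers. Of 13 tested over whole pools, 5 were called higher with age (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Igkc rose by a log2 fold change of 2.83 (adjusted p = 0.0209, 7.71-fold on platform A and 6.51-fold on platform B), Igha by 7.01 (adjusted p = 0.0133), Iglc2 by 1.98 (adjusted p = 0.0217) and Iglc3 by 3.42 (adjusted p = 0.0267). Ighg2b, with 0 UMIs in young pools, was at least 2377.5-fold and 574.2-fold higher against a floor of 3 counts per library (adjusted p = 0.00563). Each was higher in the aged pool on each platform. The size for Igha hung on single pools, with a log2 fold change of 5.04 without aged pool A and 10.3 without young pool A. DESeq2 called 7, edgeR without the block called 0, and without young pool A, young pool B, aged pool A or aged pool B edgeR called 4, 3, 1 and 0. Ighg2c was higher with age on platform A and lower on platform B.

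RNA inside pL2-like cells alone was argued against, since 2 of the 5 were still called without those cells (Igha and Ighg2b, log2 fold change of Igha 5.24, adjusted p = 0.00767, edgeR). Igkc (2.26, adjusted p = 0.181, edgeR) and Iglc2 (1.24, adjusted p = 0.697, edgeR) were not, and Iglc3 was too low to test. DESeq2 size factors, which hardly moved any gene, left the log2 differences at a median of 0.984 of those of edgeR and decide nothing about scaling. A wrong scaling factor per library was argued against as the whole cause, since it moves every gene alike, while the log2 differences of Igha and Iglc2 lay 5.03 apart (standard error 0.559). Free RNA from plasma cells may account for the part outside pL2-like cells, since the number of Jchain UMIs per Igkc UMI there was near that inside them, at 0.131 and 0.178 in aged pool A and 0.0554 and 0.0659 in aged pool B (1.00 times with both pools summed, a match that holds in neither alone). In young pools, with 4 and 2 pL2-like cells, it was 0.152 and 0.154 in pool A but 0.0505 and 0.208 in pool B. RNA held by 50% of the other cells or fewer was argued against. In aged pools A and B, 96.5% and 40.5% of them held an Igkc UMI, where a random spread over all of them gives 98.7% and 42.5% and one over 50% of them gives 50.0% and 33.5%, so the observed share was at least 1.21 times the latter. The number per droplet was not equal between clusters, since the cluster with the most Igkc UMIs per cell held 1.94 and 2.00 times those of the cluster with the fewest in aged pools A and B (a spread over all droplets was to be accepted only below 2 in both). Whether free RNA was caught in proportion to how well each droplet was read or rose with the RNA content of the cell cannot be told apart, because mean UMIs per cell, which carry both, ranged 2.09-fold and 2.05-fold between clusters. Of immunoglobulin UMIs, 82.4% and 86.7% in young pools A and B and 76.0% and 95.9% in aged pools A and B came from pL2-like cells. The share of pL2-like cells itself rose with age (log2 fold change 2.46, edgeR's quasi-likelihood test on cells per cluster, Benjamini-Hochberg adjusted p = 0.0416). That call did not hold in every setting. Whether aged marrow held more plasma cells, or more of them passed the sort, was not tested and stays open.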

How the results depend on the processing

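The Gfi1b list without Clu, the class by age fits without 1 pool and the clustering with another linear algebra kernel were chosen only after the results were seen. Where a value moved or turned, the cause was not tested unless the setting itself has fewer pools or cells.

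The clusters depended on the computer. An earlier round had used clusters built by hand with a kernel other than the one set in the scripts, and every value here comes from the kernel set in the scripts. With another kernel the pMk-like cells formed a cluster of their own, 0 shares differed with age by edgeR's test (4 at unadjusted p below 0.05), primed cells gave 15 called genes, non-primed cells 209 and the class by age test 192.

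The whole-pool counts of 217 genes higher and 58 lower with age became 362 and 166 with DESeq2, 564 and 210 with no low-count filter and 0 and 0 with no replicate block (1103 at unadjusted p below 0.05, edgeR). With 1 pool left out they lay between 0 and 242 higher and between 0 and 45 lower, and the 0 without aged pool B stood beside 1040 genes at unadjusted p below 0.05. Log2 fold changes turned for Trp53inp1 (-0.0584), H2-Q7 (-0.25) and H2-K1 (-0.04 and -0.23) with 1 pool left out, and their full ranges there were -0.06 to 0.65, -0.25 to 0.83 and -0.23 to 0.57.

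Non-primed cells gave 251 called genes, and 502 with DESeq2, 856 with no low-count filter, 0 with no replicate block and 0 to 314 with 1 pool left out. Primed cells gave 26, and 127 with no low-count filter, 1 with no replicate block, 5 at resolution 0.3, 47 with doublets removed and 0 to 58 with 1 pool left out. The class by age test gave 230, 368 with no low-count filter and 153 to 435 with 1 pool left out. The sum over clusters was 986, and 455 with DESeq2, 2832 with no low-count filter, 50 with no replicate block, 75 with equal cells and 153 to 953 with 1 pool left out. In pMast-like cells Mcpt8 ranged from -0.642 to 0.283 with 1 pool left out, with 0.218 without aged pool A.

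The number of clusters whose share differed was 4, and 0 with doublets removed, no UMI filter on cells, no cell cycle regression, no integration or no replicate block, 2 at resolution 0.3, 5 at resolution 0.8 and 0 to 2 with 1 pool left out. The ifn-like share changed by -0.284 with all variable genes and by 0.439 without age-changed genes, 0.365 with doublets removed (where a cluster of 23.3% of cells that met 5 of the 9 ifn genes took the name), 0.0552 with no cell cycle regression and -0.683 to 0.110 with 1 pool left out. The primed share of 10.4% became 9.5% without age-changed genes, 9.23% with no cell cycle regression, 8.4% with doublets removed (where a cluster of 250 cells led by Pf4, F2rl2 and Gp1bb got no name and was counted as non-primed) and 7.05% with no integration. Clusters led by Nr4a1 and Hes1 also got no name at resolution 0.3 and 0.8 and with doublets removed, since no gene of the tgf list was in their top 10.

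With Seurat phase scoring the G1 share rose by 18.95 points, S fell by 14.41 and G2/M fell by 4.54, the G2/M share of the root segment fell by 3.07, and 83.9% of root bins had a lower share of G2/M calls in aged cells (51.6% with cyclone). The G2/M difference ranged from -2.93 to 3.62 points in segment 2 (-2.08 without young pool B) and from -4.22 to 1.49 in segment 3 with 1 pool left out, and was 1.39 in segment 3 with Seurat phase scoring. The root segment share rose by 10.4 points in the tree without age-changed genes. With cells thinned to 3000 UMIs the score differences were 0.282 for CAM in non-primed cells, 0.0701 for CAM and 0.0933 for MHC in primed cells and 0.0857 for Svendsen in non-primed cells, which was 0.106 without control genes. The proliferation score of the root segment ranged from -0.0486 to 0.00913 with 1 pool left out (0.00196 without young pool B). Gfi1b activity rose by 0.0509 over the top 10% of genes and by 0.0265 without Clu. With 1 pool left out Ikzf1 ranged from -0.0120 to 0.00247 and Runx1 from -0.000500 to 0.00152.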

Differences from the paper's values

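The regulon list without Clu and the clustering with another linear algebra kernel were chosen after the results were seen. The other alternatives named here were set before the data were examined, as was the way each value was computed. The paper's tests took cells as replicates, while the pools were the replicates here. A cluster share was taken to differ when one value was over 1.5 times the other and the gap was larger than the SD between pools of the same age under that setting. A fold change or score difference was taken to differ when the signs differed or the gap was larger than the SD between the platforms under that setting, so a setting with a large SD can leave a wide gap undecided.

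The ifn cluster held 3.03% of cells in the paper's table and 1.41% here. The values with no cell cycle regression (3.29%) and without age-changed genes (3.23%) did not differ, while those at resolution 0.8 (1.61%), with doublets removed (23.3%, a cluster that met 5 of the 9 ifn genes) and with no UMI filter (0.777%) did. The pEr cluster held 3.25% in the paper's table and 4.91% here, where it also met the pMk list. It did not differ at resolution 0.3 (4.72%) and 0.8 (3.11%), with no cell cycle regression (4.12%), without age-changed genes (3.07%), with doublets removed (3.05%), with no UMI filter (4.12%) or without integration (2.92%). The pNeu cluster held 1.99% in the paper's table and 3.14% here. It did not differ with no cell cycle regression (2.93%), and differed at resolution 0.8 (3.2%), with doublets removed (3%) and with no UMI filter (3.35%). The tgf cluster held 4.50% in the paper's table and 1.76% here. It did not differ with no cell cycle regression (2.66%, SD 2.62), without age-changed genes (3.55%, SD 3.72) or without integration (6.05%, SD 13.5). With another linear algebra kernel, chosen after the values were seen, pEr held 3.14% and did not differ, while ifn (1.25%), pNeu (3.16%) and tgf (15.0%) did. The paper has a pMk cluster, which was not separate here and appeared at resolution 0.8, with no UMI filter, without age-changed genes and with the other kernel. With doublets removed, a separate cluster of 250 cells was led by Pf4, F2rl2 and Gp1bb but got no name under the rule set before.

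As natural-log fold changes, Cdkn1a in tgf was 0.665 in the paper's table and 0.897 here (SD 0.0725). By the rule above it did not differ with no cell cycle regression (0.749, SD 0.193) or without age-changed genes (0.683, SD 0.181). With the other kernel, chosen after the values were seen, a far larger cluster took the name and the gap was wider (0.345), but within the SD of 0.425.

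Of 24 score differences per cluster, 8 differed, and each pair here is the paper's value and the value computed here. Those that differed with thinned cells and without control genes were HEM in pEr (0.0318 and 0.150), TMC in pEr (0.0690 and 0.134), and Svendsen in pL1 (0.134 and 0.0543), pMast (0.0576 and 0.0224) and tgf (0.226 and 0.0898). The paper's Methods score only the Svendsen genes shared with its own aging markers, while 218 genes of the published list were scored here, so the Svendsen pairs do not compare the same genes. Without control genes, MHC in pMast (0.0932 and 0.0765), MHC in tgf (0.430 and 0.386) and TMC in pMast (0.108 and 0.0927) did not differ but with thinned cells they did.

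For the paper's state 1 and the root segment here, the Svendsen score rose by 0.106 in the paper's table and 0.101 here (no difference without control genes, a difference with thinned cells). The paper's tree has 5 segments and the one built here 3. The tree without age-changed genes had 5, while rooting among aged cells and a branch minimum of 3% left 3.

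Of the 30 genes that the paper names beside an age difference, 20 were not called over whole pools with edgeR's quasi-likelihood test. Among these, the paper names Trp53inp1 as a pL2 marker and Tcrg-C4, Mcpt8 and Fcer1a inside single clusters only, so their whole-pool values do not test its statements. DESeq2 called, among others, Cd48, Procr, Alcam, Esam, Serpinb1a, Mcpt8, Cdkn1a and Cdkn2c (Cd48, Serpinb1a and Mcpt8 lower with age, Mcpt8 by 1.60, and the others higher), and edgeR with no low-count filter called these except Procr. Without young pool A, which leaves 1 young pool, the log2 fold changes of Cd48 and Tcrg-C4 were -1.94 and -3.11 (edgeR). The paper states that Serpinb1a is raised with age and a target of Gfi1b, while here it fell by 1.13 (log2) and is not in the Gfi1b list used. Its text states that Mcpt8 is raised in aged pMast and Fcer1a in aged pNeu cells, while in pMast-like cells Mcpt8 changed by -0.122, by 0.283 without young pool B and by 0.218 without aged pool A. Its table of age changes per cluster has these genes the other way round, with Fcer1a raised in pMast and Mcpt8 in pNeu, and both rose in those clusters here (0.874 and 0.578, not called). For the trajectory it states that pL2 cells were seen in aged HSPCs alone, and elsewhere that they were mainly aged, which held here (83.8%), with 4 and 2 of the 37 in young pools A and B. It states high correlations of the changes of non-primed clusters with those of all cells, which over all tested genes were 0.601 to 0.796 here and over the called genes 0.867 to 0.941. It proposes that cells on the MkEr path are better kept with age, while the share of segment 2 among cells beyond the root segment fell by 1.12 points on platform A and rose by 11.1 on platform B. It states that dividing cells fell in state 4, while in segment 3 the share of G2/M calls, which do not show cycling on their own, fell on platform A (14.2% to 9.13%) and rose on platform B (8.45% to 10.7%). It states that Cdkn1b fell in the early states, which held in the root segment on both platforms but in segment 2 on platform A alone. It describes a branch of its own for pL1 cells, which were split here between the root segment (58.4%) and segment 3 (40.7%).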

Other observations

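The tests of plasma cell genes, of doublets and of immediate-early genes were chosen only after the results were seen.

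The pL2-like cells carried plasma cell transcripts. Of the 37 cells, 91.9% held more genes of a plasma cell list than of an early B cell list, with medians of 7 and 0 of 10 genes, and 3 of 10 for a mature B cell list. This is consistent with plasma cells among the sorted cells. Kit was seen in 10.8% of pL2-like cells (interval 3.03% to 25.4%) and in 47.3% of other cells. This cannot decide whether droplets held a plasma cell and a progenitor. Immunoglobulin genes took a median of 57.6% of the UMIs of pL2-like cells, which left fewer UMIs to show Kit. Such droplets stay open. Ly6a, a surface marker used for sorting, was seen in 89.2% of pL2-like cells and 66.3% of other cells. A B-biased progenitor state that the age of the mice brings about was not tested directly and stays open.

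Nr4a1 was higher in aged pools, and 8 of 10 further immediate-early genes were higher in the aged pool on both platforms, with a median log2 fold change of 1.37 over the 10. Atf3 (5.54, adjusted p = 0.0140) and Dusp1 (2.17, adjusted p = 0.0337) were called with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, higher in the aged pool on each platform. Hspa1a was lower on both platforms (-1.13), and Hspa1b was higher on platform A and lower on platform B (-0.16), neither called. A stress response of the cells during isolation may account for this. Of the 10 genes, 6 also served to name the tgf-like cluster, so the share of that cluster could carry the same response. A change of these genes in the aged marrow itself cannot be excluded by these data and stays open.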
